# NLRX1 functions as a tumor suppressor in Pan02 pancreatic cancer cells

**DOI:** 10.3389/fonc.2023.1155831

**Published:** 2023-06-05

**Authors:** Margaret A. Nagai-Singer, Holly A. Morrison, Mackenzie K. Woolls, Katerina Leedy, Khan Mohammad Imran, Juselyn D. Tupik, Irving C. Allen

**Keywords:** pattern recognition receptor, pancreatic cancer, Pan02, nod-like receptor (NLR), tumor suppressor, innate immunity

## Abstract

Pancreatic cancer is a deadly malignancy with limited treatment options. NLRX1 is a unique, understudied member of the Nod-like Receptor (NLR) family of pattern recognition receptors that regulates a variety of biological processes that are highly relevant to pancreatic cancer. The role of NLRX1 in cancer remains highly enigmatic, with some studies defining its roles as a tumor promoter, while others characterize its contributions to tumor suppression. These seemingly contradicting roles appear to be due, at least in part, to cell type and temporal mechanisms. Here, we define roles for NLRX1 in regulating critical hallmarks of pancreatic cancer using both gain-of-function and loss-of-function studies in murine Pan02 cells. Our data reveals that NLRX1 increases susceptibility to cell death, while also suppressing proliferation, migration, and reactive oxygen species production. We also show that NLRX1 protects against upregulated mitochondrial activity and limits energy production in the Pan02 cells. Transcriptomics analysis revealed that the protective phenotypes associated with NLRX1 are correlated with attenuation of NF-κB, MAPK, AKT, and inflammasome signaling. Together, these data demonstrate that NLRX1 diminishes cancer-associated biological functions in pancreatic cancer cells and establishes a role for this unique NLR in tumor suppression.

## Introduction

While pancreatic cancer is not the most prevalent cancer diagnosis, it is certainly one of the most lethal. In fact, pancreatic cancer is expected to be the third most deadly cancer in the United States in 2022 with an overall 5-year survival rate of 12% that falls to 3% if the tumor has metastasized to distant sites (1). Despite the decades of research on pancreatic cancer and its potential treatments, there has been an overall increase in death rates since 1930 (2). Therefore, pancreatic cancer patients are in need of improved treatment options that are efficacious and safe. For example, recent developments in immunotherapies have propelled the immune system into the spotlight where it is recognized for its role in tumorigenesis and disease progression. These developments tend to focus on harnessing the tumor-killing functions of the adaptive immune system. For pancreatic cancer, drugs that target the PD-1/PD-L1 interaction between T cells and tumor cells are an exciting development and are approved for a small subset of patients (3). Additionally, pancreatic cancer vaccines using radiation-treated pancreatic cancer cells and GM-CSF to stimulate systemic anti-tumor immunity are currently being tested in clinical trials (4, 5). Beyond the adaptive immune response, the innate immune system provides an often-overlooked route to activate tumor-killing immune cells and alter important signaling pathways that can dictate disease outcomes (6). Specifically, pattern recognition receptors (PRRs) constitute one aspect of innate immunity that regulates the immune response and cancer-associated pathways and are promising targets for drug development (7).

PRRs constitute an arsenal of diverse intracellular and membrane-bound receptors that recognize molecular patterns associated with pathogens (pathogen associated molecular patterns or PAMPs) and damage (damage associated molecular patterns or DAMPs). There are 5 classes of PRRs, including Toll-like receptors (TLRs) and C-type lectin receptors (CLRs) in the cell membrane and RIG-I-like receptors (RLRs), AIM2-like receptors (ALRs), and NOD-like receptors (NLRs) in the cytosol (8). Typically functioning as scaffolding proteins, PRRs facilitate the formation of various multiprotein complexes that regulate downstream pathways and often elicit an immune response to address the PAMP or DAMP.

The best characterized family of NLRs facilitate the formation of a multiprotein complex known as the “inflammasome” that generates the pro-inflammatory cytokines IL-18 and IL-1β and can initiate an inflammatory type of cell death known as pyroptosis (9–11). Inflammasomes have been implicated in many types of cancer, including in pancreatic cancer where the NLRP3 inflammasome modulates inflammation and single nucleotide polymorphisms (SNPs) in the *NLRP3* gene are common in pancreatic cancer patients (12, 13). However, a subset of NLRs do not function through inflammasome formation and instead regulate inflammation through other mechanisms. These include two NLRs, NOD1 and NOD2, that promote inflammation by recruiting RIP2 to the “NODosome” and subsequently activate the NF-κB and JNK pathways (14–16). Also included in this unique subset are three NLRs that negatively regulate inflammation, NLRX1, NLRP12, and NLRC3, which all interfere with NF-κB and interferon signaling and appear to interact with TRAF proteins in the formation of a so-called “TRAFasome” (17–22). As one of the non-inflammasome forming regulatory NLRs, NLRX1 is enigmatic and its functions in different diseases and tissues remains elusive.

NLRX1 was originally described in host-pathogen interactions where it limits mitochondrial antiviral signaling (MAVS) and inhibits the NF-κB pathway to turn off type 1 interferon (IFN1) production and limit overzealous inflammation (18, 19, 23–25). Generally speaking, NLRX1 appears to inhibit inflammation, interferon production, and mitochondrial metabolism, and promote autophagy, ROS production, and TNF-induced apoptosis (18, 24–36). However, these findings are not without controversy and appear to be highly dependent on the disease and cellular context (18, 24–36). Because the pathways and processes impacted by NLRX1 are important to tumorigenesis, NLRX1 has recently been studied in the context of different cancers withevidence suggesting it possesses either tumor promoting or tumor suppressing capabilities through mechanisms that have not been fully elucidated. Indeed, several studies have shown NLRX1 is protective against colon cancer, histiocytic sarcoma, hepatocellular carcinoma, and ER/PR+ breast cancer through signaling pathways including but not limited to NF-κB, MAPK, AKT, and TNF-induced apoptosis (28, 30–32, 37, 38). Conversely, NLRX1 has been found to augment tumor progression in an AOM-only model of colon cancer, HPV-induced head and neck squamous cell carcinoma, and ER/PR- breast cancer where it increases disease burden and promotes aggressive phenotypes (31, 32, 39, 40). The current literature suggests the role of NLRX1 is highly dependent on cellular context, including the origin, aggressiveness, and disease state of the cell.

To date, the role of NLRX1 in pancreatic cancer is undefined and unexplored. Here, we use a murine pancreatic ductal adenocarcinoma cell line (Pan02) to explore how the overexpression or partial loss of NLRX1 impacts the cancer-associated phenotypes of Pan02 cells. Using a stable lentiviral transduction method, we generated Pan02 cells that overexpress NLRX1 (Pan02^OE^) or knock down NLRX1 (Pan02^KD^) and their respective controls (Pan02^OE-CTL^ and Pan02^KD-CTL^). Our results demonstrate that NLRX1 diminishes the cancer-associated phenotypes of Pan02 cells and protects against cancer-associated biological functions through the regulation of NF-κB, MAPK, AKT, inflammasome, and immune recognition/activation signaling. These findings establish a preliminary role for NLRX1 as a tumor suppressor in pancreatic cancer.

## Materials and methods

### Cell culture and transduction

Pan02 cells were obtained from the National Cancer Institute DCTD Tumor Repository (NCI) and were cultured in RPMI 1640 (ATCC) supplemented with 10% fetal bovine serum (R&D Systems) and 1% penicillin streptomycin (Thermo Fisher Scientific). Cells were incubated at 37°C and 5% CO_2._ The Pan02 cells were transduced to overexpress murine NLRX1 (Pan02^OE^) with lentiviral ORF technology, and control lentiviral ORF particles were used to generate a control cell line for the overexpression system (Pan02^OE-CTL^) (Origene MR213673L4V and PS100093V). Likewise, additional Pan02 cells were transduced to knockdown murine NLRX1 (Pan02^KD^) with lentiviral shRNA technology, and scrambled shRNA particles were used to generate a control cell line for the knockdown system (Pan02^KD-CTL^) (Origene TL515304V and TR30021V). Four separate shRNA sequences were provided by the manufacturer for the knockdown system, but only one sequence effectively knocked down NLRX1 and therefore was used for all downstream studies. All transductions were performed according to the manufacturer’s protocols. Puromycin selection was used to select for successfully transduced cells using 1 μg/mL of puromycin (Santa Cruz Biotechnology) in complete culture media, and successful transduction was confirmed by GFP with a fluorescent microscope and western blot for NLRX1 (Abcam). Cells were authenticated with commercial Mycoplasma testing (Charles River Research Animal Diagnostic Services) and morphology checks. Cells were discarded before 30 passages.

### Western blotting

Protein was extracted from transduced Pan02 cells with a protein lysis buffer consisting of 2% SDS, 100mM Tris HCl, 100mM NaCl, 1X protease inhibitor (Thermo Fisher Scientific). Protein concentration was determined by BCA assay (Thermo Fisher Scientific) according to manufacturer’s protocols and samples were diluted to 20 μg/mL with reducing sample buffer (Thermo Fisher Scientific) and loaded into pre-cast 4 to 12% Bis-Tris Mini Protein Gels (Thermo Fisher Scientific). Proteins were transferred to a PVDF membrane in 1X TGE + 20% methanol, and blocked for 60 minutes in 5% milk in TBS + 0.1% Tween-20 (TBST). All antibodies were diluted 1:1000 in 5% BSA or 5% milk and incubated overnight at 4°C (CST and Abcam). Wash steps were performed using TBST and images were obtained with iBright imaging (Thermo Fisher Scientific) using an HRP-conjugated secondary antibody (CST) and SuperSignal West Pico or Dura Chemiluminescent Substrate (Thermo Fisher Scientific).

### Proliferation assays

Transduced Pan02 cells were seeded at 1 x 10^5^ cells per mL in a 12 well plate in complete media +/- 10 ng/mL TNF (PeproTech) and incubated overnight. Twenty-four hours later, cells were stained using NucBlue Live Cell Stain (Thermo Fisher Scientific) according to manufacturer’s protocols. Several images per well were acquired on a fluorescent microscope (Invitrogen EVOS M5000) and automated counting of DAPI+ nuclei was used to determine the cell count in each image. Additionally, an MTT assay was then performed according to manufacturer’s protocols (Abcam). Transduced Pan02 cells were seeded at 1 x 10^4^ cells per well in a 96 well plate in complete media and incubated overnight. The following day, media was replaced with experimental media containing complete media +/- 10 ng/mL TNF (PeproTech) and allowed to incubate for 24 additional hours.

### Cell death assays

Transduced Pan02 cells were seeded at 1 x 10^4^ cells per well in a 96 well plate in complete media and allowed to incubate overnight. Media was then replaced with complete media +/- 10 mM H_2_O_2_ (Fisher Chemical) and allowed to incubate for 24 hours. An LDH assay was performed according to manufacturer’s protocols (Thermo Fisher Scientific).

### Migration assays

A “scratch” or “wound healing” assay was used to measure migration. Transduced Pan02 cells were seeded at 1 x 10^5^ cells per well in a 12 well plate in complete media and incubated overnight. Once confluent, media was replaced with decreased serum media (1% FBS) and incubated overnight for cells to adjust to the decreased serum content. A 200 μL pipette tip was used to make 3 scratches per well and images of each scratch were taken immediately following the scratch induction (Invitrogen EVOS M5000). At 7 hours post-scratch, images of each scratch were taken at the same location of the initial image. Images were uploaded to Fiji-ImageJ, where the width of the scratch was measured several times per image per timepoint. The rate of migration was calculated as pixels per hour.

### Reactive oxygen species assays

Mitochondrial superoxide levels were determined using analysis of fluorescent microscopy images and fluorometer readings of MitoSOX staining (Thermo Fisher Scientific). For fluorescent images, transduced Pan02 cells were seeded at 1 x 10^5^ cells per mL in a 24 well plate and allowed to incubate overnight. The following day, media was replaced with experimental media of complete media +/- 10 ng/mL TNF (PeproTech) and incubated for 24 hours. MitoSOX staining (Thermo Fisher Scientific) was done according to manufacturer’s protocol and cells were counterstained with NucBlue Live Cell Stain (Thermo Fisher Scientific). Fiji-ImageJ was used to split the fluorescent channels, remove background, and measure mean gray value. For the fluorometer readings, transduced Pan02 cells were seeded at 1 x 10^4^ cells per well in a 96 well plate and allowed to incubate for 48 hours in complete media. Media was then replaced with experimental media of complete media +/- 100 ng/mL TNF (PeproTech), +/- 45% glucose for one hour. MitoSOX staining (Thermo Fisher Scientific) was done according to manufacturer’s protocol and cells were counterstained with NucBlue Live Cell Stain (Thermo Fisher Scientific). Fluorescence was measured using a fluorometer, and RFP (MitoSOX) fluorescence was corrected for DAPI (NucBlue) fluorescence to normalize superoxide levels to the number of cells per well.

### Metabolism assays

Transduced Pan02 cells were seeded at 1 x 10^4^ cells per well in a 96 well Seahorse XF96 cell culture microplate (Agilent) in complete media and allowed to attach for 3 hours. Media was then replaced with experimental media of complete media +/- 10 ng/mL TNF (PeproTech) and incubated for 24 hours. A Seahorse XF96 Mito Stress test (Agilent) was performed according to manufacturer’s protocols at the Virginia Tech Metabolism Core. Spare respiratory capacity, proton leak, and ATP production were calculated according to the Seahorse XF Cell Mito Stress Test calculations (41).

### Transcriptomics and gene expression

Transduced Pan02 cells were seeded at 1 x 10^5^ cells per well in a 6 well plate in complete media and incubated overnight. Media was replaced with experimental media composed of complete media +/- 100 μM H_2_O_2_ and incubated another 24 hours. RNA was collected using TRIzol and stored at -80°C until submission to Thermo Fisher (Clariom S, Applied Biosystems) for microarray-based transcriptomics analysis. The Transcriptome Analysis Console (TAC, Thermo Fisher and Applied Biosystems) was used to identify DEGs and top regulated pathways. Gene lists for relevant biological processes were acquired from GeneGlobe’s RT (2)Profiler PCR Array list (42).

## Results

### NLRX1 alters proliferation, cell death, migration, and ROS levels in Pan02 cells

To elucidate what general functions NLRX1 performs when it is expressed in pancreatic cancer cells, we generated Pan02 cells to either overexpress or knockdown NLRX1, as well as their respective controls (Pan02^OE^, Pan02^OE-CTL^, Pan02^KD^, Pan02^KD-CTL^; **Figure 1A**). Importantly, due to differences between the ORF technology used for the overexpression system and the shRNA technology used for the knockdown system, we do not directly compare Pan02^OE^ to Pan02^KD^ cells. Instead, we compare them to their respective control cell lines that were generated with the same respective technology (Pan02^OE^ versus Pan02^OE-CTL^, and Pan02^KD^ versus Pan02^KD-CTL^). We then performed experiments on these four transduced Pan02 cell lines to assess common characteristics of cancer cells, including proliferation, cell death, migration, and ROS levels. To assess proliferation, we used automated microscopy counting at 24 hours and an MTT assay at 48 hours. Our Pan02 cell lines were assessed for proliferation under normal conditions or following stimulation with TNF as previously described (31, 32). At 24 hours, we found that in unstimulated conditions, the knockdown of NLRX1 in Pan02^KD^ cells more than doubled proliferation compared to their controls (**Figure 1B**). However, overexpression of NLRX1 did not impact proliferation under unstimulated conditions (**Figure 1B**). Twenty-four hours following stimulation with TNF, we observed an increase in proliferation in the Pan02^KD^ cells that was approximately 3 times greater than levels observed in the Pan02^KD-CTL^ cells (**Supplemental Figure S1A**). It should be noted that this increase was highly variable and did not achieve statistical significance, and no significant differences were observed for the overexpression cell lines at the 24-hour time point either (**Supplemental Figure S1A**). At 48 hours, we observed no differences in unstimulated conditions (**Supplemental Figure S1B**). However, following TNF stimulation at the 48-hour time point, the overexpression of NLRX1 in Pan02^OE^ cells hindered proliferation, while the knockdown of NLRX1 promoted proliferation (**Figure 1C**). Together, these data demonstrate that the partial loss of NLRX1 increases Pan02 cell proliferation under both stimulated and unstimulated conditions, and this effect on proliferation can be partially reversed by up-regulation of NLRX1. Cell death and proliferation are intricately linked in cancer cell biology. Thus, we next challenged Pan02 cells with H_2_O_2_ to induce cell death and measured cytotoxicity using an LDH assay. Tumor cells are often able to evade cell death and thus decreased Pan02 cytotoxicity would indicate a selective tumor cell advantage (43). Following the challenge, we observed significantly increased cytotoxicity in the Pan02^OE^ cells compared to the Pan02^OE-CTL^ cells (**Figure 1D**). Conversely, Pan02^KD^ cells demonstrated less cytotoxicity and therefore decreased susceptibility to H_2_O_2_-induced cell death compared to Pan02^KD-CTL^ cells (**Figure 1D**). Together, these data are consistent with the proliferation findings and demonstrate that NLRX1 promotes Pan02 cell death.

**Figure 1:**
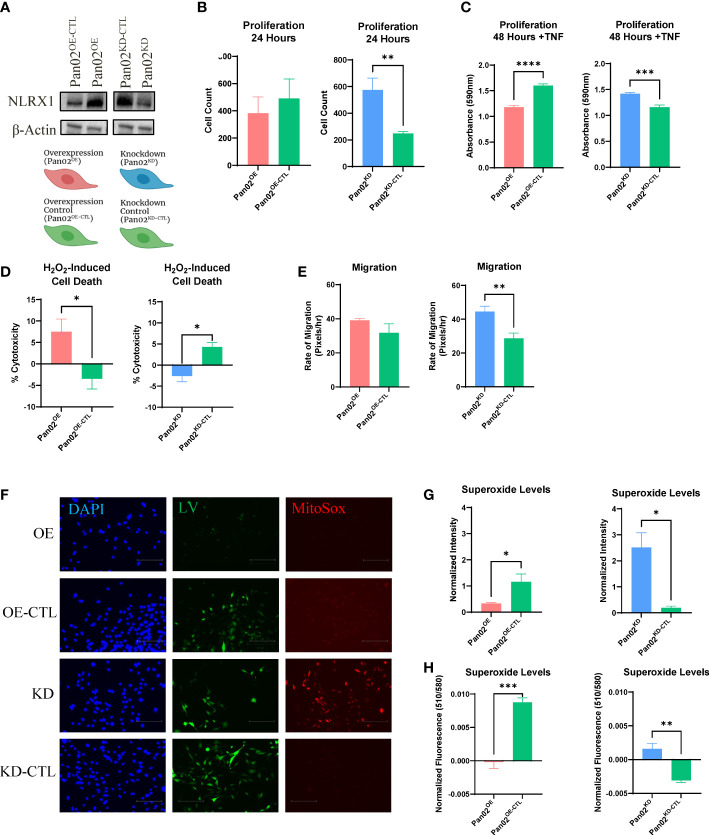
NLRX1 attenuates cancer-associated properties in Pan02 cells. **(A)** Western blot analysis of NLRX1 expression in transduced Pan02 cell lines and schematic of generated reagents and their color scheme. **(B, C).** Differences in proliferation as assessed by **(B)** automated counting and **(C)** MTT assay. **(D)** Differences in H_2_O_2_-induced cell death quantified by LDH assay. **(E)** Differences in migration as calculated by pixels per hour via scratch assay. **(F)** Representative fluorescent images of MitoSOX, an indicator for mitochondrial superoxide. DAPI shows NucBlue nuclear staining, GFP shows the GFP tag from the lentiviral construct, and RFP shows MitoSOX staining. **(G, H)**. Fluorescent intensity was measured by **(G)** Fiji-ImageJ and **(H)** a fluorometer. Data shown are representative of 1 independent experiment for all assays. n = 3-14 replicates per cell line. All quantification data were analyzed using a two-way unpaired T test and shown as mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Metastasis is a major driver of cancer-associated mortality and therefore is a crucial element in reducing cancer deaths (44). As a proxy for potential metastatic ability, we next measured how NLRX1 impacts migratory capacity using a wound healing assay and calculating the rate of migration of the tumor cells. No significant differences were observed between Pan02^OE^ and Pan02^OE-CTL^ cells, but Pan02^KD^ cells demonstrated a 55% increase in migration compared to Pan02^KD-CTL^ cells (**Figure 1E**). This suggests the loss of NLRX1 in Pan02 cells promotes the migratory capabilities of the tumor cell and would indicate a potential for increased metastasis when NLRX1 expression in the tumor is decreased.

Lastly, to measure mitochondrial ROS levels that are typically upregulated in tumor cells, we used MitoSOX to stain mitochondrial superoxide and measured staining intensity with both Fiji-ImageJ and a fluorometer (45). As a positive control, cells were stimulated with glucose to induce mitochondrial ROS production and indicated no differences in maximal ROS levels (**Supplemental Figure S1C**). Under normal culture conditions, Pan02^OE^ cells had less superoxide levels than Pan02^OE-CTL^ cells in both the Fiji-ImageJ and fluorometer measurements (**Figures 1F–H**). Conversely, Pan02^KD^ cells had more superoxide levels than Pan02^KD-CTL^ cells in both the Fiji-ImageJ (**Figure 1G**) and fluorometer measurements (**Figure 1H**), and is clearly visible in the fluorescent images (**Figure 1F**). We observed similar trends in cells that were stimulated with TNF, although no statistical significance was found in the knockdown system under TNF conditions (**Supplemental Figure S1D**). Together, these data suggest that NLRX1 expressed by Pan02 cells is tumor suppressive through limiting proliferation, mitochondrial ROS levels, and migration, while also increasing cell death.

### NLRX1 protects against unregulated mitochondrial activity and limits energy production in Pan02 cells

To connect the phenotypes observed in the previous section, we next sought to understand how NLRX1 impacts mitochondrial function and metabolism in Pan02 cells. Using the Seahorse XF Cell Mito Stress test, we revealed a strong role for NLRX1 in mitochondrial function. Spare respiratory capacity is an indicator of a cell’s mitochondria to perform adequately under stress conditions (46). Pan02^OE^ cells demonstrated an improved spare respiratory capacity compared to Pan02^OE-CTL^ cells, indicating that the overexpression of NLRX1 allows Pan02 cells to maintain adequate mitochondrial function when under stress (**Figure 2A**). Conversely, Pan02^KD^ cells demonstrated a decrease in spare respiratory capacity compared to Pan02^KD-CTL^ cells, indicating that the loss of NLRX1 causes Pan02 cells to poorly adapt to stressful conditions and could result in distorted mitochondria and mitochondrial dysfunction (**Figure 2A**). Indeed, a decrease in spare respiratory capacity is a common hallmark of cancer cells caused by their metabolic weakness and having “exhausted” mitochondria (46). Additionally, proton leak is typically upregulated in cancer cells as a result of their unregulated growth and mitochondrial damage (45). Consistent with that characteristic and the observed phenotypes thus far, Pan02^OE^ cells had a 33% reduction in proton leak compared to Pan02^OE-CTL^ cells while Pan02^KD^ cells had a 46% increase in proton leak compared to Pan02^KD-CTL^ cells (**Figure 2B**). These data suggest NLRX1 in Pan02 cells improves the overall health, function, and regulation of mitochondria. Conversely, the loss of NLRX1 in Pan02 cells contributes to mitochondrial dysfunction that is consistent with tumor-associated characteristics. Additionally, Pan02^OE^ cells produced 37% less ATP (**Figure 2C**) and performed less glycolysis (**Figure 2D**) than Pan02^OE-CTL^ cells, while Pan02^KD^ cells produced 31% more ATP (**Figure 2C**) and performed more glycolysis (**Figure 2D**) than Pan02^KD-CTL^ cells. This suggests that NLRX1 aids in maintaining regulation of cellular energy production in Pan02 cells. The trends observed in these data were also observed after cells were stimulated with TNF (**Supplemental Figures S2A–D**). Together, these data indicate a tumor suppressive role for NLRX1 in Pan02 cells where it protects against unregulated mitochondrial activity and limits the energy available to the cell.

**Figure 2:**
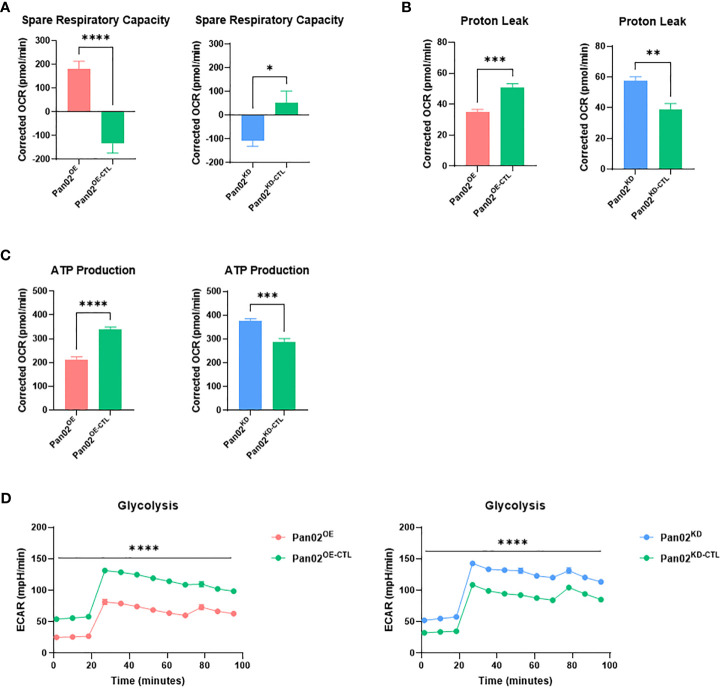
NLRX1 limits mitochondrial dysfunction and cellular energy production. **(A–D)**. From the Seahorse XF Cell Mito Stress kit, we observed differences in **(A)** spare respiratory capacity, **(B)** proton leak, **(C)** ATP production, and **(D)** glycolysis. n = 7 replicates per cell line. Data shown are representative of 1 independent experiment for all assays. All data were analyzed using a two-way unpaired T test and shown as mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

### NLRX1 impacts many pathways associated with cancer and immune system regulation

Considering the impact NLRX1 demonstrated on several cancer-associated phenotypes in our Pan02 cells, we next collected RNA from Pan02^OE^, Pan02^OE-CTL^, Pan02^KD^, and Pan02^KD-CTL^ cells for transcriptomics analysis (ClariomS). 

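*Nlrx1*, which encodes the mitochondrial Nod-like receptor altered in these lines, read 17.10 in normal medium and 17.31 in H_2_O_2_ (log2) in the Pan02 OE arrays and 6.89 and 6.90 in Pan02 OE-CTL. It read 6.68 and 6.56 in the arrays labelled Pan02 KD, and 5.96 and 6.40 in Pan02 KD-CTL. It rose in Pan02 OE over Pan02 OE-CTL by 10.31 (SE 0.17, adjusted p = 7.5e-09 by limma with Benjamini-Hochberg, 2 arrays per line). In the arrays labelled Pan02 KD it was not lower than in Pan02 KD-CTL (difference 0.44, SE 0.17, adjusted p = 0.15), so this gene does not show the loss that the label names. The western blot of Fig. 1A shows a weaker NLRX1 band in Pan02 KD than in Pan02 KD-CTL, which does not settle which arrays are which. All 6 arrays without the overexpression construct lie below the brightest of 23 background probe sets (7.48), where the array says little about a partial loss, and where 1 of 2 compared lines lies there a difference is read as a lower bound on its size. Within that range *Nlrx1* was lower in Pan02 KD-CTL than in Pan02 OE-CTL (−0.71, SE 0.17, adjusted p = 0.022 by limma). The deposited log2 values cover 19505 named genes on 8 arrays, with 1 array for each of 4 lines in each of 2 media, and were fitted with limma on line and medium (3 residual degrees of freedom). A gene is said to rise, fall or change where its adjusted p is under 0.05. Since each line is a single transduced population, p measures the spread between these arrays and not between transductions.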

Cells were collected under normal conditions, or due to the implication of ROS levels, stress responses, and cell death in the data above, following a challenge with a low dose of H_2_O_2_. 

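*Dhrs3*, whose product turns retinal back into retinol, rose in Pan02 OE over Pan02 OE-CTL (log2 difference 6.14, SE 0.21, adjusted p = 2.2e-07, limma, 2 arrays per line), with the casein gene *Csn3* (5.51, SE 0.17) and the iron-binding lipocalin gene *Lcn2* (4.14, SE 0.30). *Tnfsf15* and *Tnfsf9*, TNF family ligands that act on T cells, fell (−8.05, SE 0.16, and −7.46, SE 0.20), as did the adhesion gene *Nrcam* (−6.91, SE 0.17). In the arrays labelled Pan02 KD, in which *Nlrx1* itself is not lower, the tetraspanin gene *Tspan8* rose over Pan02 KD-CTL (6.44, SE 0.19), with the receptor gene *Gpr141* (6.31, SE 0.19) and the matrix proteoglycan gene *Dcn* (5.53, SE 0.22). *Csn3* (−6.82), the glycoprotein gene *Gpnmb* (−6.28, SE 0.25) and *Dhrs3* (−5.68) fell there. For all of these but *Lcn2*, *Tnfsf9* and *Nrcam* the lower line reads below the brightest background probe set, so the sizes are lower bounds. By limma 3221 genes (16.5%) changed between Pan02 OE and Pan02 OE-CTL, 1370 higher and 1851 lower, and 2645 (13.6%) changed in the arrays labelled Pan02 KD, 1480 higher and 1165 lower. The balance of directions depended on normalization. Under cyclic loess these were 1382 and 1806 in Pan02 OE and 1312 and 1291 in the others. With each array centered on its median they were 1560 and 1731, and 1482 and 1192. Within a single medium there is 1 array per line and no test. There, 1452 genes in normal medium and 1478 in H_2_O_2_ differed by 2-fold or more between Pan02 OE and Pan02 OE-CTL, against 1100 and 1418 in the arrays labelled Pan02 KD. The count for Pan02 OE fell to 1907 without the Pan02 OE array in normal medium, 1806 without that in H_2_O_2_, 1724 without the Pan02 OE-CTL array in normal medium and 1740 without that in H_2_O_2_. The count for the arrays labelled Pan02 KD fell to 1213 and 1055 without the Pan02 KD array in normal medium or H_2_O_2_, and to 1598 without the Pan02 KD-CTL array in H_2_O_2_.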

The top 50 up- and down-regulated genes under normal conditions (**Supplemental Figure S3**) and H_2_O_2_ conditions (**Supplemental Figure S4**) are listed in **Supplemental Data**. Using the Transcriptomics Analysis Console (TAC), we identified the top 20 pathways impacted by NLRX1 expression in the Pan02 cells according to the number of differentially-expressed genes (DEGs) in unstimulated or stimulated conditions (**Figures 3A–D**). Overall, there is significant overlap in the top 20 pathways between the four comparisons, which suggests that many of the pathways identified are impacted by both the loss and gain of NLRX1 expression (**Figures 3A–D**). 

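Among mesenchymal and matrix genes *Mmp2*, a gelatinase that opens basement membrane, fell in Pan02 OE (log2 difference −5.21, SE 0.17, adjusted p = 1.8e-07, limma, 2 arrays per line), as did the matrix proteoglycan gene *Bgn* (−3.82, SE 0.38) and *Acta2*, smooth muscle actin (−3.62, SE 0.22). In the arrays labelled Pan02 KD, in which *Nlrx1* is not lower, the matrix gene *Sparc* (3.30, SE 0.21) and *Acta2* (2.38) rose, whereas *Ccn2*, a matricellular gene of the same list, fell (−2.40, SE 0.15). The lower line reads below the brightest background probe set for each of these but *Sparc*, which makes the sizes lower bounds. Of 34 measured genes of this list 13 fell and 1 rose in Pan02 OE (14 and 1 adjusted over the list alone), and camera placed the list lower (adjusted p = 6.3e-05, 0.49 with an estimated correlation). Pan02 KD-CTL also lay below Pan02 OE-CTL for 16 of the 34 genes and above it for 2 by limma. A fall against Pan02 OE-CTL is thus not particular to Pan02 OE. Of the same genes 12 rose and 2 fell in the arrays labelled Pan02 KD (also over the list alone), and camera placed the list higher (adjusted p = 0.00094, 0.45 with an estimated correlation). With an estimated correlation camera rests on the 3 residual degrees of freedom, so here and below it can call few lists whatever their correlation. Of 39 lists camera called 6 in Pan02 OE and 4 in the arrays labelled Pan02 KD, and this was the 1 list in both; by fry 23 and 15 were called, with 12 in both. For the arrays labelled Pan02 KD camera called 7 lists under cyclic loess and 10 with a variance trend. At the level of single genes, 1488 changed in both comparisons. The Pan02 OE differences had a Pearson correlation of 0.83 between media, with 1052 of the 1877 genes at 2-fold in either medium at 2-fold with the same sign in both. For the arrays labelled Pan02 KD the correlation was 0.73, with 742 of 1776 genes. The pathway lists of the Transcriptome Analysis Console were not used here, so this is an overlap of genes and of other lists, and not of the pathways in Figures 3A–D.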

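*Irs1*, the insulin receptor substrate that recruits PI3K, fell in Pan02 OE (log2 difference −3.40, SE 0.16, adjusted p = 1.9e-06, limma, 2 arrays per line) and rose in the arrays labelled Pan02 KD (2.83, a lower bound, with Pan02 KD-CTL in the range of the background probe sets). *Foxo1*, a transcription factor that AKT holds out of the nucleus, rose in Pan02 OE (1.66, SE 0.18) and fell in the others (−0.90). *Map2k6*, a kinase upstream of p38, rose in Pan02 OE (2.07, SE 0.17), and the p38 kinase gene *Mapk11* fell (−1.78, SE 0.18) and rose in the arrays labelled Pan02 KD (1.27). Among ERK-responsive genes the feedback inhibitor gene *Spry4* rose in Pan02 OE (1.81, SE 0.16) and fell in the arrays labelled Pan02 KD (−1.95), where the ERK phosphatase gene *Dusp5* fell too (−1.72, SE 0.24). *Spry1*, another inhibitor of that family, went the other way, lower in Pan02 OE (−4.05, SE 0.18) and higher in the arrays labelled Pan02 KD (4.19). Camera called the ERK-responsive list lower in the arrays labelled Pan02 KD, in which *Nlrx1* is not lower (1 of 19 higher and 11 lower, 1 and 13 adjusted over the list alone, adjusted p = 4.6e-07, 0.45 with an estimated correlation, 0.017 by fry). It did not call this list in Pan02 OE (5 higher and 2 lower, 7 and 2 over the list alone, adjusted p = 0.27, 0.24 by fry). The PI3K-AKT list was called in neither, with 5 of 31 higher and 6 lower in Pan02 OE (the same over the list alone, adjusted p = 0.78, 0.088 by fry) and 3 and 6 in the arrays labelled Pan02 KD (3 and 7 over the list alone, adjusted p = 0.59, 0.64 by fry). Nor were the MAPK kinases, with 7 of 32 higher and 6 lower in Pan02 OE (8 and 7, adjusted p = 0.52, 0.21 by fry) and 3 and 3 in the others (3 and 4, adjusted p = 0.84, 0.64 by fry). Transcript levels do not show kinase activity, and no list was set for EGFR.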

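Within the NF-κB pathway *Traf1*, an adaptor of TNF receptors, rose in Pan02 OE (log2 difference 1.45, SE 0.24, adjusted p = 0.0032, limma, 2 arrays per line), and the death-domain adaptor gene *Fadd* fell (−1.02, SE 0.17). *Nfkbie* and *Nfkb2*, an inhibitor and a precursor subunit of NF-κB, rose in the arrays labelled Pan02 KD (1.70, SE 0.15, and 1.42, SE 0.20), although *Nlrx1* is not lower there. *Jak2*, the kinase that relays IL-6 family signals, fell in Pan02 OE (−2.42, SE 0.19) and rose in the arrays labelled Pan02 KD (2.26). *Saa3*, an acute-phase gene, rose in Pan02 OE from the range of the background probe sets (1.29, SE 0.21, a lower bound), and the STAT3 target gene *Pim1* fell in the arrays labelled Pan02 KD (−1.45, SE 0.21). Camera called neither list, and fry placed the NF-κB components higher in the arrays labelled Pan02 KD (adjusted p = 0.022, 0.18 in Pan02 OE) and did not call the IL-6 list (0.14 in Pan02 OE and 0.31 in the others). Of 33 NF-κB components 2 rose and 5 fell in Pan02 OE (4 and 5 adjusted over the list alone, adjusted p = 0.52) and 10 rose and 1 fell in the arrays labelled Pan02 KD (10 and 2, adjusted p = 0.056). Of 22 IL-6 and STAT3 genes 2 rose and 3 fell in Pan02 OE (3 and 3, adjusted p = 0.29), and 3 rose and 3 fell in the others (the same over the list alone, adjusted p = 0.59).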

Interestingly, many of the pathways identified here are consistent with pathways identified in previous studies of NLRX1, including PI3K-AKT, MAPK, EGFR, NF-κB, and IL-6 signaling, and these pathways are all important to the initiation and progression of pancreatic cancer (28, 30, 37, 38, 47–51). Additionally, the importance of several cytokines, B cell receptor, T cell receptor, and NF-κB signaling indicates NLRX1 is a regulator of many aspects of immune system function in this cell line. 

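*Cxcl2* and *Cxcl3*, which encode chemokines that draw neutrophils, rose in Pan02 OE (log2 difference 4.57, SE 0.20, adjusted p = 1.4e-06, limma, 2 arrays per line, and 3.04, SE 0.19) and fell in the arrays labelled Pan02 KD (−1.42 and −0.72), a call that *Cxcl3* loses without any 1 of 3 arrays (either Pan02 KD array and the Pan02 KD-CTL array in normal medium). *Ackr3*, a scavenging chemokine receptor, fell in Pan02 OE (−4.02, SE 0.20) and rose in the arrays labelled Pan02 KD (1.47), in which *Nlrx1* itself is not lower. *Ptpn22*, a phosphatase that restrains T cell receptor signaling, fell in Pan02 OE (−4.62, SE 0.20) and rose in the others (3.44), in each case with the lower line below the brightest background probe set, as Pan02 OE-CTL is for *Cxcl3*. It was the only gene to change among 14 T cell signaling genes in either comparison, also over the list alone. *Zap70*, a kinase of the T cell receptor, had line means of 4.93 to 5.27, all in that range. None of 11 B cell signaling genes changed in either comparison by limma, also over the list alone, while 3 and 2 had an unadjusted p under 0.05. Of 37 cytokines and chemokines 11 rose and 3 fell in Pan02 OE (11 and 5 adjusted over the list alone) and 7 rose and 5 fell in the arrays labelled Pan02 KD (8 and 5). Of 24 receptors 4 fell in Pan02 OE (1 higher and 4 lower over the list alone), and 7 rose and 2 fell in the others (8 and 2). Camera called none of these lists in Pan02 OE (adjusted p = 0.17 for cytokines, 0.27 for receptors, 0.52 for T cell and 0.40 for B cell genes) or in the arrays labelled Pan02 KD (0.59, 0.095, 0.59 and 0.34). Fry, which takes no account of other genes, gave 0.018, 0.01, 0.011 and 0.18 in Pan02 OE, and 0.087, 0.015, 0.023 and 0.18 in the others.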

Because pancreatic cancer is typically a highly immunosuppressive tumor type and NLRX1 is best characterized for its roles in modulating immune system function, immunomodulation by NLRX1 is certainly of interest in this model (52). A Principal Component Analysis (PCA) plot revealed clustering of each Pan02 cell line together, indicating that the differences in NLRX1 expression between each transduced Pan02 cell lines is a significant driver of differences in the transcriptome (**Figure 3E**). Additionally, the presence/absence of the H_2_O_2_ challenge did not appear to significantly alter the transcriptome within each Pan02 cell line (**Figure 3E**). Together, our data identify multiple signaling pathways impacted by alterations in NLRX1 expression associated with pancreatic cancer.

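*Pmp22*, a membrane protein gene, shows the main axis: it read 6.93 in Pan02 OE and 6.00 in Pan02 KD-CTL but 11.80 in Pan02 OE-CTL and 11.04 in the arrays labelled Pan02 KD (log2, mean of 2 arrays). *Pik3r5*, an adaptor of PI3K gamma, and *Snai2*, a transcription factor of epithelial-mesenchymal transition, instead part the overexpression from the knockdown lines. They were higher in Pan02 KD-CTL than in Pan02 OE-CTL (5.26, SE 0.16, and 4.79, SE 0.15, adjusted p = 1.4e-07 each by limma), which are lower bounds since Pan02 OE-CTL is in the background range. Neither gene passed in the arrays labelled Pan02 KD (0.08 and 0.17) or in Pan02 OE (0.18 and 0.25). In Pan02 OE both genes are in the background range as well, so a change over Pan02 OE-CTL could be missed. The arrays of a line lay closest together, at Euclidean distances of 37.7 (Pan02 OE-CTL) to 51.7 (Pan02 KD-CTL), against 61 to 98.3 between arrays of different lines. Component 1 held 49.2% of the variance and put Pan02 OE (scores −38.6 and −37) beside Pan02 KD-CTL (−33.1 and −35.4), and Pan02 OE-CTL (41.5 and 42.9) beside the arrays labelled Pan02 KD (28.6 and 31.1). Component 2, with 23.5%, parted the overexpression lines (−25.9 to −23.9) from the knockdown lines (15.4 to 30.4), and component 3 held 11.3%. With each gene scaled component 1 held 28.4%, and over all probe sets 39.4%. The control lines were the pair of lines farthest apart (mean distance 95), and Pan02 OE and Pan02 KD-CTL the nearest (66.5). *Nlrx1* does not follow this order, since its mean is 17.21 in Pan02 OE and 6.18 in Pan02 KD-CTL, which share a side of component 1. The components carry no test.

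**Figure D1:**
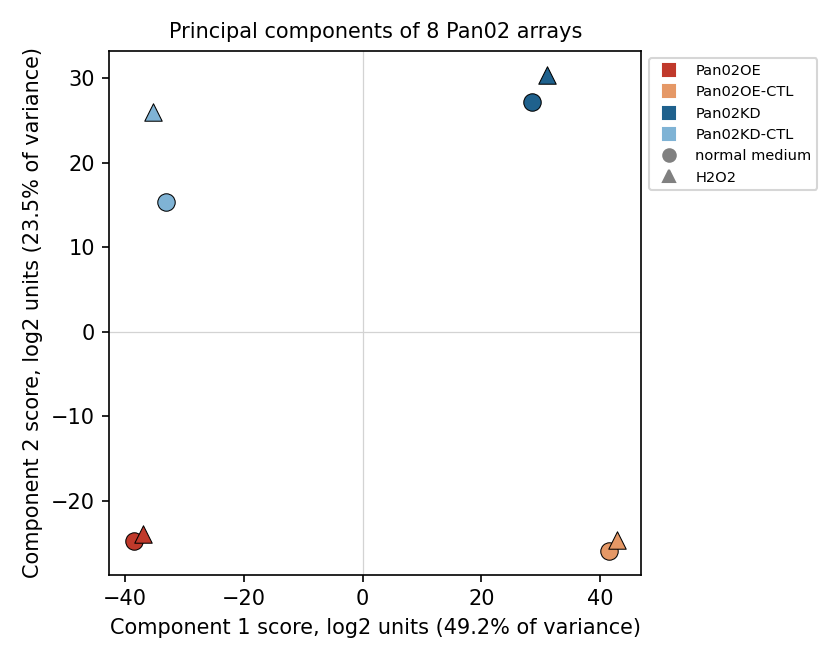
Scores of the 8 Pan02 arrays on principal components 1 and 2 of the log2 values of 19505 genes. Colors mark the 4 lines, circles normal medium and triangles H_2_O_2_.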

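*Hmox1*, a heme oxygenase gene that oxidants induce, differed between H_2_O_2_ and normal medium by −0.01 (log2, SE 0.11) over the 4 lines, and *Srxn1*, which repairs oxidized peroxiredoxins, by −0.37 (SE 0.21, adjusted p = 0.81, limma, 4 arrays per medium). *Cxcl1* had the largest difference among NF-κB target genes (−0.76, SE 0.19, adjusted p = 0.74) and *Bub1*, a mitotic checkpoint gene, among cell cycle genes (0.41, SE 0.14), and neither passed; *Cxcl1* reads below the brightest background probe set in each line but Pan02 OE. By limma 0 genes passed (smallest adjusted p = 0.263), and 1231 had an unadjusted p under 0.05 where 975 are expected. Without the Pan02 KD-CTL array in normal medium 1 gene passed, and without that in H_2_O_2_ 1. With a variance trend and robust estimation 2 passed, named here after their values were seen: *Grhpr*, which reduces glyoxylate (0.85, adjusted p = 0.036, 0.43 without the trend), and the predicted gene *Gm9958* (1.46, adjusted p = 0.017, 0.26 without), whose means of 4.95 and 6.41 lie in the background range. At 2-fold, without a test, 45 genes differed in Pan02 OE, 33 in Pan02 OE-CTL, 50 in the arrays labelled Pan02 KD and 271 in Pan02 KD-CTL, of which 260 in Pan02 KD-CTL alone. Camera placed the NF-κB targets (adjusted p = 0.001), NF-κB components (0.018), ERK-responsive genes (0.0081) and IL-6 genes (0.0081) lower in H_2_O_2_, and the p53 targets (0.014) and cell cycle genes (0.00097) higher, with medians between −0.18 and 0.11. With an estimated correlation these were 0.85 for the IL-6 and cell cycle lists and 0.76 for the others, and fry gave 0.51 to 0.63. Adjusted over a list alone, 4 NF-κB targets passed, all lower. Of the NF-κB components 1 passed higher and 1 lower, of the p53 targets also 1 higher and 1 lower. In the ERK-responsive, IL-6 and cell cycle lists 0 passed. None of the 6 calls stood without the Pan02 KD-CTL array in normal medium or without that in H_2_O_2_ (adjusted p = 0.26 to 0.62), the NF-κB components were also lost without either Pan02 OE array (0.092), and the p53 targets without either Pan02 OE-CTL array (0.12).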

**Figure 3:**
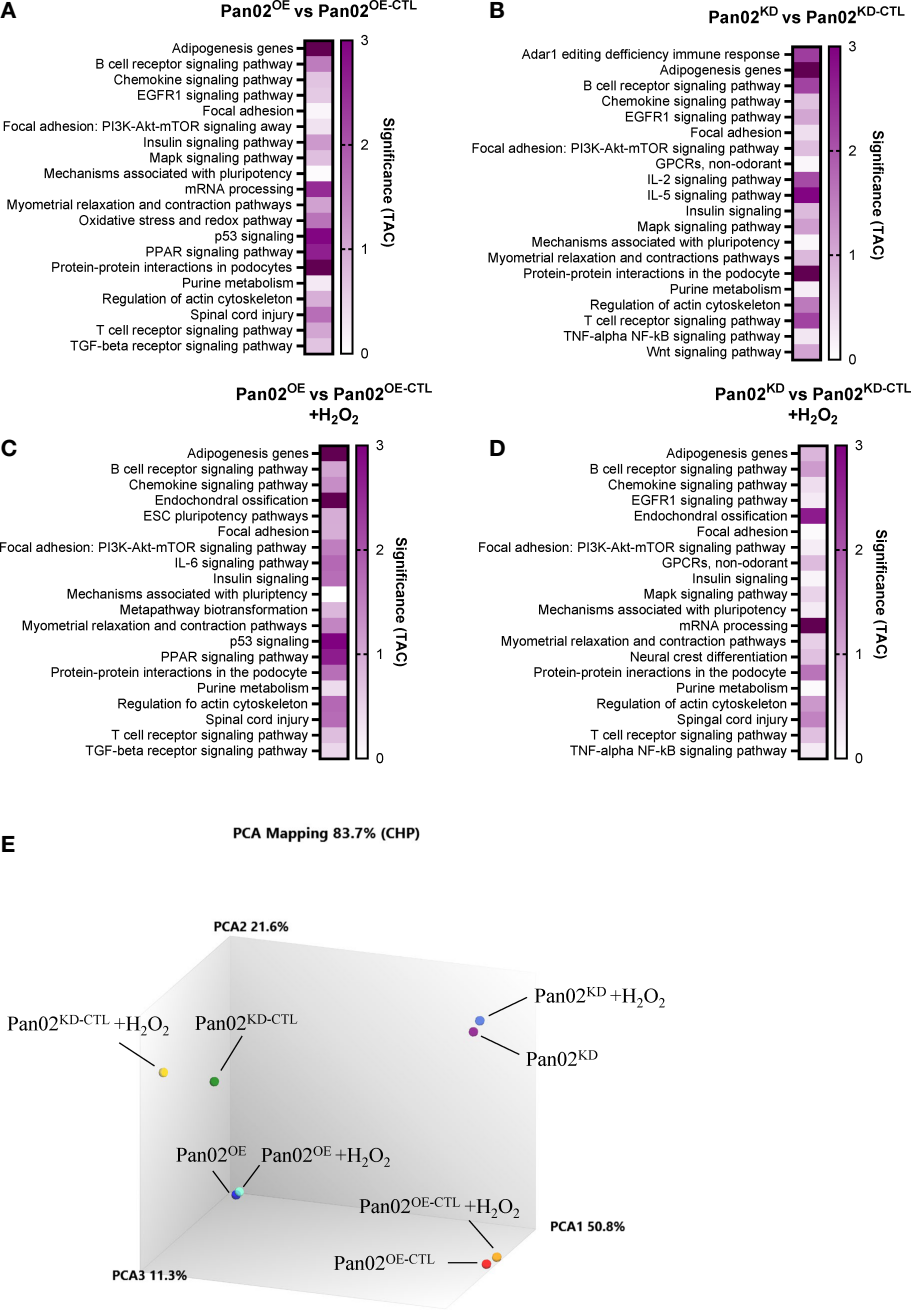
NLRX1 expression significantly modulates gene expression related to several biological functions in Pan02 cells, regardless of extracellular stress. **(A–D)**. Transcriptomics analysis of our transduced Pan02 cell lines revealed the top 20 pathways between **(A)** Pan02^OE^ and Pan02^OE-CTL^ cells in normal conditions, **(B)** Pan02^KD^ and Pan02^KD-CTL^ cells in normal conditions, **(C)** Pan02^OE^ and Pan02^OE-CTL^ cells in H_2_O_2_ conditions, and **(D)** Pan02^KD^ and Pan02^KD-CTL^ cells in H_2_O_2_ conditions. Top pathways were determined by the number of DEGs and are listed alphabetically with their significance determined in TAC. **(E)** Principal Component Analysis (PCA) mapping shows the clustering patterns of each of the 8 sample groups.

### NLRX1 inhibits inflammation, immune evasion, and cancer-associated gene expression signatures

To elaborate on the transcriptomics data, we identified the DEGs between all four comparisons in several biological processes that are important to the *in vitro* phenotypes and top pathways we identified. We identified DEGs related to inflammatory cytokines and receptors (**Figure 4A**), cancer inflammation and immunity crosstalk (**Figure 4B**), innate and adaptive immune responses (**Figure 4C**), mitochondria (**Figure 4D**), cancer pathways, (**Figure 4E**), inflammasomes (**Figure 4F**), oxidative stress (**Figure 4G**), cellular stress response (**Figure 4H**), the NF- κB pathway (**Figure 4I**), and T and B cell activation (**Figure 4J**). 

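*Slc25a25*, a calcium-regulated mitochondrial carrier of ATP, rose in Pan02 OE (log2 difference 0.97, SE 0.16, adjusted p = 0.0025, limma, 2 arrays per line) and fell in the arrays labelled Pan02 KD (−1.44). *Dnajb9*, a chaperone gene of the unfolded protein response, rose in Pan02 OE (2.05, SE 0.24), and the cytosolic chaperone gene *Hsph1* rose in Pan02 OE (1.53, SE 0.17) and fell in the others (−0.76). *Xbp1*, a transcription factor of the unfolded protein response, rose in the arrays labelled Pan02 KD (1.03, SE 0.22). *Bid*, which carries death receptor signals to mitochondria, fell in Pan02 OE (−1.32, SE 0.23), and *Apaf1*, which assembles the apoptosome, rose (1.29, SE 0.15). *Nol3*, a repressor of apoptosis, rose in the arrays labelled Pan02 KD from the background range (4.62, SE 0.26, a lower bound), although *Nlrx1* is not lower there. Of 39 mitochondrial import and carrier genes 11 rose and 3 fell in Pan02 OE (12 and 7 adjusted over the list alone), and 1 rose and 4 fell in the arrays labelled Pan02 KD (1 and 6). For the unfolded protein and integrated stress response these were 6 and 2 of 21 (6 and 3) and 2 and 2 (3 and 2), for heat shock proteins 5 and 1 of 15 (6 and 2) and 2 and 2 (3 and 5), and for apoptosis 2 and 5 of 28 (3 and 5) and 5 and 5 (6 and 6). Camera called none of the 4 lists, with adjusted p in this order of 0.20, 0.20, 0.17 and 0.52 in Pan02 OE and 0.12, 0.94, 0.59 and 0.88 in the arrays labelled Pan02 KD. Fry gave 0.043, 0.017, 0.043 and 0.27 in Pan02 OE, where it placed the first 3 lists higher, and 0.053, 0.86, 0.58 and 0.64 in the others. In the latter, the stress response list has a median of 0.04 and a mean of −0.02, the heat shock list a median of −0.14 and a mean of 0.13, and the apoptosis list a median of 0.03 and a mean of 0.12 with camera placing it lower. These lists were set here and are not the GeneGlobe lists.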

Genes related to these processes were pulled from the gene lists available from GeneGlobe (Qiagen). 

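*Cxcl5*, a neutrophil chemokine gene, rose in Pan02 OE over Pan02 OE-CTL (log2 difference 2.75, SE 0.24, adjusted p = 8.7e-05, limma, 2 arrays per line), as did *Il23a*, a subunit of IL-23 (2.05, SE 0.18), and *Foxc2*, a transcription factor of mesenchyme (1.94, SE 0.31). *Ppp1r15a*, which restarts translation after stress (1.78, SE 0.15), the glutathione transferase gene *Gsto1* (1.68, SE 0.15) and *Cxcl1* (1.45, SE 0.27) rose too, with the mitochondrial genes *Timm17a*, of the import machinery (1.25, SE 0.15), and *Slc25a30*, a carrier (1.07, SE 0.15). *Cryab*, a small heat shock protein gene, fell (−4.45, SE 0.28), with the carrier gene *Slc25a23* (−2.07, SE 0.21), the angiogenic factor gene *Pgf* (−1.73, SE 0.28), the monocyte chemokine gene *Ccl2* (−1.69, SE 0.18) and *Cox10*, needed for heme A of cytochrome oxidase (−1.36, SE 0.17). *Hspa1a*, the inducible chaperone gene, did not pass (0.25, SE 0.18, adjusted p = 0.42), nor did *Il11*, an IL-6 family cytokine gene (−1.59, SE 0.67, adjusted p = 0.16), or *Fancc*, a gene of DNA crosslink repair (−1.14, SE 0.38, adjusted p = 0.077). *Il11* passed without the Pan02 OE array in H_2_O_2_ (−2.90) or without either Pan02 KD-CTL array (the same difference as with all). The signal of *Fancc* in all lines, and of *Il23a* in both Pan02 OE and Pan02 OE-CTL, is below the brightest background probe set, so neither difference is secure. That of *Cxcl5* and *Cxcl1* is below it in Pan02 OE-CTL, and that of *Cryab*, *Slc25a23* and *Ccl2* in Pan02 OE, which makes these differences lower bounds. *Fancc* passed without either Pan02 KD-CTL array and with a variance trend and robust estimation. The paper chose 27 genes on these samples, so they are not independent evidence. Of these, 26 have a named probe set here (*Cd74* has none), all 26 have the paper's direction in Pan02 OE, and 23 passed, or 25 adjusted over these genes alone. This fit spans both media, whereas the paper compares lines within a single medium. Without a test, 25 of the 26 were at 2-fold or more in its direction in normal medium and 22 in H_2_O_2_. *Il11* differed by −2.42 in normal medium and −0.76 in H_2_O_2_, and *Fancc* by −1.59 and −0.70.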

Within these biological processes, the most upregulated genes in Pan02^OE^ cells include *Csf2*, *Cxcl5*, *Cxcl2*, *Il23a*, *Timm17a*, *Slc25a30*, *Ppp1r15a*, *Foxc2*, *Cxcl3*, *Cxcl1*, *Hmox1*, *Hspa1a*, *Xdh*, *Gsto1*, and *CD74*, and the most downregulated genes in Pan02^OE^ cells include *Il11*, *Ccl2*, *Ackr3*, *Il6*, *Il18*, *Slc25a23*, *Cox10*, *Pgf*, *Sod3*, *Fancc*, *Nod2*, and *Cryab*. As we would expect, many of the most upregulated genes in Pan02^OE^ cells are also downregulated in Pan02^KD^ cells and many of the most downregulated genes in Pan02^OE^ cells are also upregulated in Pan02^KD^ cells (**Figures 4A–J**). 

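*Cryab* (log2 difference 3.49, SE 0.28, adjusted p = 7.8e-05, limma, 2 arrays per line), *Fancc* (1.93, SE 0.38) and *Cox10* (1.15, SE 0.17) rose in the arrays labelled Pan02 KD over Pan02 KD-CTL. *Xdh*, a xanthine oxidoreductase gene and source of superoxide that rose in Pan02 OE (1.80), fell there (−2.09, SE 0.22), with *Ppp1r15a* (−1.32), *Gsto1* (−1.12), *Timm17a* (−0.99) and *Slc25a30* (−0.57). *Cxcl5* rose in the arrays labelled Pan02 KD as well (2.20, SE 0.24, adjusted p = 0.00048). No change passed there for *Il23a* (−0.13), *Foxc2* (−0.66), *Cxcl1* (−0.19), *Hspa1a* (0.24), *Il11* (−0.05), *Ccl2* (−0.03), *Slc25a23* (0.33) or *Pgf* (−0.21). Of the 26 measured genes, which the paper chose on these samples, 17 changed in the arrays labelled Pan02 KD against their direction in Pan02 OE (also 17 adjusted over these genes alone), 1 changed in the same direction and 8 did not pass. *Fancc* reads below the brightest background probe set in both lines, and Pan02 KD-CTL does for *Cryab*. Leaving out any 1 of the 8 arrays takes *Slc25a30* out of the calls (−0.65 to −0.48). Leaving out either Pan02 KD array (−0.85 and −0.59) or the Pan02 KD-CTL array in normal medium (−0.53) does so for *Cxcl3*, and leaving out the Pan02 KD or Pan02 KD-CTL array in H_2_O_2_ for *Fancc* (1.42 and 1.19). *Foxc2* enters without the Pan02 KD-CTL array in H_2_O_2_ (−1.35). *Nlrx1* does not show a loss in these arrays, where its signal lies in the background range, whereas the western blot and the assays of Figures 1 and 2 in the paper run as the line names say.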

Again, this indicates the partial loss of NLRX1 and the overexpression of NLRX1 have strong and diametric effects on Pan02 cells at the gene expression level and supports the opposing effects of the gain- or loss- of -function studies *in vitro*. 

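*Ppargc1a*, a coactivator that drives mitochondrial biogenesis, rose in Pan02 OE (log2 difference 3.19, SE 0.19, adjusted p = 8.2e-06, limma, 2 arrays per line) and fell in the arrays labelled Pan02 KD (−4.09). *Plau*, the urokinase gene of matrix breakdown, also rose (3.53, SE 0.22) and fell (−4.39). *Pla1a*, a phospholipase gene, fell in Pan02 OE (−4.75, SE 0.24) and rose in the arrays labelled Pan02 KD (4.66), as did *Dio2*, which activates thyroid hormone (−4.33, SE 0.26, and 4.70). The lower line lies in the background range for *Dio2* in both comparisons and for *Pla1a* in the second, so these are lower bounds. *Cdh1*, the E-cadherin gene, rose in both (2.13, SE 0.22, and 2.37). Of the genes changed in both comparisons 1420 (95.4%) had opposite signs, 585 higher in Pan02 OE and 835 lower, where independent calls would give 222. The same sign was found for 68 (28 higher and 40 lower), where independent calls would give 215. Over all genes the differences had a Pearson correlation of −0.62 (Spearman −0.45), and 581 of 596 genes at 2-fold in both had opposite signs (97.5%). The contrast of the comparisons, Pan02 OE minus Pan02 OE-CTL against Pan02 KD minus Pan02 KD-CTL, passed limma for 4353 genes, against 515 for both modified lines over both controls and 2150 for the overexpression over the knockdown lines. With the labels of the Pan02 KD and Pan02 KD-CTL arrays exchanged, an alternative these values do not decide, 515 genes would change oppositely and the correlation would be 0.62. The paper reads its results as strong and diametric effects of partial loss and overexpression of NLRX1. *Nlrx1* is among the 4353 through Pan02 OE alone, since it is not lower in the arrays labelled Pan02 KD. The assays of the paper, with more proliferation, migration, superoxide, proton leak and ATP in Pan02 KD than in Pan02 KD-CTL, run as the names of the lines say, and they were not made on these arrays.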

The gene expression signatures here suggest a strong role for NLRX1 in limiting inflammation, including through NF-κB signaling and inflammasomes, inducing an anti-tumor immune microenvironment, and protecting against damaging cellular stress signals.

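*Vcam1*, which encodes an adhesion molecule for leukocytes, rose in Pan02 OE (log2 difference 4.11, SE 0.19, adjusted p = 1.9e-06, limma, 2 arrays per line) and in the arrays labelled Pan02 KD (0.87). *Mmp13*, a collagenase gene, rose in Pan02 OE (3.18, SE 0.20) and fell in the others (−1.84), and for both genes Pan02 OE-CTL reads below the brightest background probe set, so that the Pan02 OE differences are lower bounds. *Tnfaip3*, which ends NF-κB signaling and is itself a target, fell in Pan02 OE (−0.64, SE 0.14) and rose in the arrays labelled Pan02 KD (0.96), although *Nlrx1* is not lower there, and *Nfkb2* fell in Pan02 OE (−0.91). Of 28 NF-κB target genes 13 rose and 4 fell in Pan02 OE (14 and 4 adjusted over the list alone), with a median of 0.54, and camera placed the list higher and not lower (adjusted p = 0.0033, 0.49 with an estimated correlation, 0.016 by fry). For the arrays labelled Pan02 KD, 7 rose and 6 fell (9 and 6), with a median of 0.13 and no call (adjusted p = 0.59, 0.58 by fry). Pan02 KD-CTL also lay above Pan02 OE-CTL for 15 of the 28 genes and below it for 2 by limma. A rise over Pan02 OE-CTL is thus not particular to Pan02 OE. Other signals than NF-κB act on these genes, and their transcripts do not show NF-κB activity itself.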

**Figure 4:**
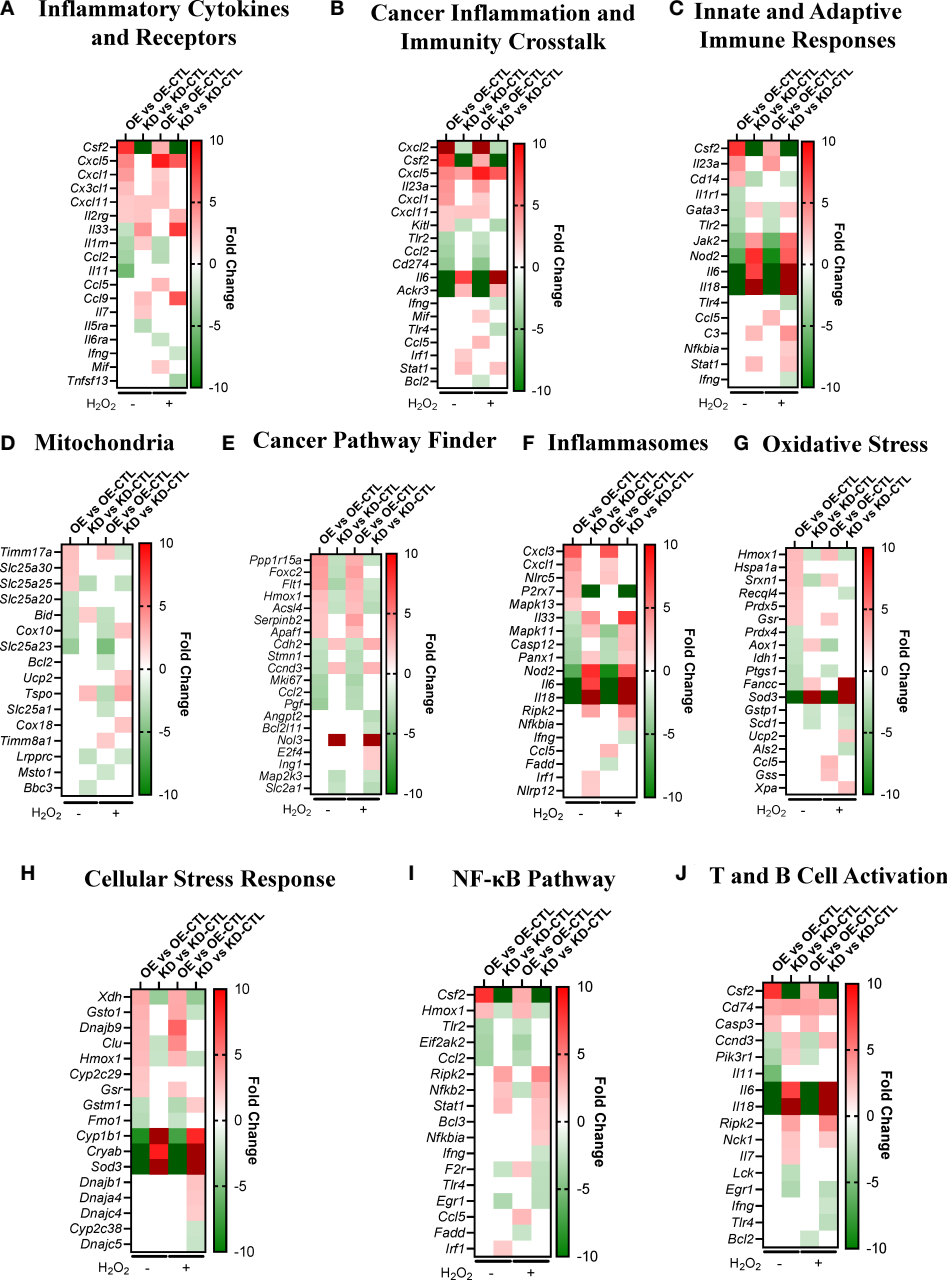
NLRX1 expression impacts signaling pathways associated with inflammation, cancer, mitochondria function, and oxidative stress in Pan02 cells. **(A–J)**. Fold change of DEGs between Pan02^OE^ and Pan02^OE-CTL^ cells in normal conditions, Pan02^KD^ and Pan02^KD-CTL^ cells in normal conditions, Pan02^OE^ and Pan02^OE-CTL^ cells in H_2_O_2_ conditions, and Pan02^KD^ and Pan02^KD-CTL^ cells in H_2_O_2_ conditions in biological processes relevant to observed *in vitro* phenotypes and top pathways. Gene lists were pulled from Qiagen/GeneGlobe.

## Discussion

Here, we have established through *in vitro* assays and transcriptomics analysis that NLRX1 in murine pancreatic tumor cells is protective against cancer-associated phenotypes and likewise that the loss of NLRX1 augments cancer-associated phenotypes. Specifically, we demonstrate that the loss of NLRX1 increases proliferation, decreases cell death, promotes migration, sustains higher levels of mitochondrial ROS, contributes to mitochondrial dysfunction, and promotes unregulated energy production. As we would expect, many of these phenotypes are reversed when NLRX1 is overexpressed. Through transcriptomics analysis, we identified significant pathways regulated by NLRX1 expression and the DEGs in biological processes related to those pathways. Together, these data indicate a significant role for NLRX1 in many pathways and processes important to pancreatic cancer.

Our findings here are consistent with other studies evaluating NLRX1 function. However, NLRX1 remains an enigmatic pattern recognition receptor, in part due to the often-conflicting findings between studies. For example, in other cell lines with altered expression of NLRX1, many of the same *in vitro* phenotypes have been observed. Consistent with our studies in Pan02 cells, NLRX1 also increased cell death and decreased migration *in vitro* in two hepatocellular carcinoma cell lines (38). Likewise, the overexpression of NLRX1 in HEK293 (human embryonic kidney cells), MCF-7 (human ER/PR+ breast tumor cells), and HeLa (human cervical carcinoma cells) cell lines increased cell death and decreased ATP production (31, 32). In MCF-7 cells, the overexpression of NLRX1 also reduced clonogenicity and migration, both of which are consistent with our findings (31). However, NLRX1 overexpression in HEK293, MCF-7, and HeLa cells resulted in higher ROS levels, which is not consistent with our data (31). In another cell line, MDA-MB-231 (human ER/PR- breast tumor cells), the knockdown of NLRX1 was consistent with our results regarding ROS levels (32). However, the knockdown of NLRX1 in MDA-MB-231 cells resulted in decreased ATP, decreased proliferation, and decreased migration, all of which are inconsistent with the current study (32). While differences between cell lines can account for some differences, the current research landscape suggests that the function of NLRX1 is dependent on several factors and likely has complex spatial, temporal, and cell/tissue-specific roles (35, 36). Indeed, the expression of NLRX1 in various human neoplasms compared to healthy tissue can range from almost 3-fold increased to almost 9-fold decreased based on the type of cancer (30). Even within a specific type of cancer, such as breast cancer and hepatocellular carcinoma, the expression of NLRX1 can vary based on the subtype and aggressiveness of the specific tumor or cell line (31, 32, 38). A previous study identified fragment 556–974 of the human NLRX1 protein as being responsible for the protective phenotypes in hepatocellular carcinoma models (38), but further work is needed to elucidate how NLRX1 is able to function differently in different models and scenarios.

While the phenotypic impacts of NLRX1 expression *in vitro* offer some conflicting data throughout the literature, the biological pathways on which NLRX1 converges between several different models are consistent. Specifically, the protective roles of NLRX1 in various tumor models seem to converge on NF-κB and AKT signaling. NLRX1 has been linked with negative regulation of NF-κB signaling and subsequent protection against tumorigenesis and disease burden in gastric cancer cells challenged with *Helicobacter pylori*, intestinal organoid models of colonic tumorigenesis, AOM/DSS-induced models of colitis-associated cancer and sporadic colon cancer models in *Apc* ^min/+^ mice, urethane-induced histiocytic carcinoma, and human gastric cancer samples (28, 30, 37, 48, 49). In several of these same models and a model of hepatocellular carcinoma, NLRX1 also limits AKT signaling to protect against disease (28, 30, 38). The studies in colitis-associated cancer and sporadic colon cancer models also revealed that NLRX1 attenuates MAPK, STAT3, and IL-6 signaling pathways (37). Likewise, our transcriptomics analysis revealed an important role for NLRX1 in pancreatic cancer cells through NF-κB, AKT, MAPK, and IL-6 signaling and highlights these pathways as likely mechanisms by which NLRX1 asserts its protective qualities in Pan02 cells.

In models where NLRX1 appears to be problematic and/or contributes to more severe disease outcomes, the mechanisms center on mitochondrial function. Specifically in cancers influenced by viral infections, the ability of NLRX1 to inhibit mitochondrial interferon signaling suggests this function of NLRX1 can be detrimental to the host. Suppressing IFN-β in a model Kaposi’s sarcoma-associated herpesvirus (KSHV) suggested that NLRX1 facilitates KSHV replication and reactivation (53). Additionally, in a model of HPV+ head and neck squamous cell carcinoma (HNSCC), NLRX1 interacts with and degrades STING to decrease IFN-I production and therefore limits tumor control (39). The ability for NLRX1 to inhibit MAVS and the subsequent IFN-I signaling has also been implicated in persistent Hepatitis C (HCV) infections, which can increase the risk for many types of cancer (26, 54). Our current study did not indicate a significant role of NLRX1 in mitochondrial interferon signaling in Pan02 cells, which is not surprising as pancreatic cancer is not typically driven by viral infections. However, our results do indicate a strong association of NLRX1 with the mitochondria through metabolic and OXPHOS-related pathways and phenotypes, which have been previously reported in other models, albeit with the several inconsistent functions as discussed above (31, 32). 

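*Ifit2*, an interferon-induced inhibitor of viral translation, fell in Pan02 OE (log2 difference −2.83, SE 0.24, adjusted p = 7.6e-05, limma, 2 arrays per line) and rose in the arrays labelled Pan02 KD (1.94), the first a lower bound with Pan02 OE in the range of the background probe sets. *Ddx58*, the RIG-I sensor of viral RNA, also rose there (1.35, SE 0.25), with *Ifit3* (1.33, SE 0.18) and *Ifit1* (1.26, SE 0.30). In Pan02 OE the kinase gene *Eif2ak2* fell (−1.89, SE 0.18) and the antiviral gene *Oasl1* rose from that range (1.44, SE 0.17). *Sting1*, the adaptor for cytosolic DNA, went opposite to *Ifit2*, higher in Pan02 OE (0.80, SE 0.15) and lower in the arrays labelled Pan02 KD (−0.81). Of 33 type I interferon response genes 8 rose and 0 fell in the arrays labelled Pan02 KD (10 and 0 adjusted over the list alone), in which *Nlrx1* is not lower. Camera placed the list higher (adjusted p = 0.0021, 0.45 with an estimated correlation), while fry gave 0.053 and camera 0.098 without the Pan02 KD-CTL array in normal medium. In Pan02 OE 2 rose and 2 fell (the same over the list alone), with a median of 0.08, a mean of −0.07 and no call (adjusted p = 0.97). Of 14 MAVS and STING pathway genes 2 rose in Pan02 OE (the same over the list alone, adjusted p = 0.52, but 0.049 by fry, higher), and 2 rose and 1 fell in the arrays labelled Pan02 KD (4 and 1 over the list alone, adjusted p = 0.73, 0.25 by fry).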

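*Ndufb5*, a subunit of complex I of the respiratory chain, rose in Pan02 OE (log2 difference 1.25, SE 0.16, adjusted p = 0.00067, limma, 2 arrays per line), with *Uqcrh* of complex III (1.16, SE 0.19) and *Cox7a2* and *Cox6b1* of complex IV (1.07, SE 0.16, and 0.87, SE 0.16). *Ndufb4*, another subunit of complex I, fell in Pan02 OE (−0.68, SE 0.15) and rose in the arrays labelled Pan02 KD (0.94). *Pfkfb3*, which raises glycolytic flux, fell in Pan02 OE (−2.11, SE 0.20) and rose in the others (0.82), lower bounds with Pan02 OE and Pan02 KD-CTL in the background range, whereas *Slc2a1*, the main glucose transporter gene, rose in Pan02 OE (0.88, SE 0.17) and fell in the others (−0.99). Of 72 OXPHOS subunits 12 rose and 1 fell in Pan02 OE (13 and 2 adjusted over the list alone), and camera placed the list higher (adjusted p = 0.013, 0.49 with an estimated correlation), a call lost without the Pan02 OE-CTL array in normal medium (0.061). Over the same control line 19 of the 72 subunits were higher and 2 lower in Pan02 KD-CTL by limma, so this rise is not particular to Pan02 OE. For the arrays labelled Pan02 KD, 4 subunits rose and 3 fell (1 and 0 over the list alone, adjusted p = 0.88). Of 20 glycolysis genes 1 rose and 5 fell in the arrays labelled Pan02 KD (1 and 6), in which *Nlrx1* is not lower. Camera placed this list lower there (adjusted p = 0.015, 0.45 with an estimated correlation), a call lost without the Pan02 KD (0.065) or the Pan02 KD-CTL (0.083) array in normal medium. In Pan02 OE 3 glycolysis genes rose and 5 fell (5 and 6), with a median of 0.04, a mean of −0.18 and no call by camera (adjusted p = 0.60). Fry placed the OXPHOS list higher in Pan02 OE (0.01, 0.34 in the others) and the glycolysis list lower in both comparisons (0.017 and 0.013). Transcripts do not measure respiration, and the Seahorse data of the paper were not analysed here.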

In ER/PR- human breast cancer, which also is not driven by viral infections, NLRX1 enhanced aggressive *in vitro* cancer-associated phenotypes through augmenting mitochondrial respiration and reducing mitophagy and lysosomal formation and function through mitochondria-lysosomal crosstalk (32).

Our metabolism assays revealed that NLRX1 in Pan02 cells increases spare respiratory capacity, which indicates NLRX1 equips the cells with healthy mitochondria that are able to adapt to stressful conditions. We also discovered that NLRX1 decreases proton leak. However, because proton leak typically reduces mitochondrial superoxide production, we would expect to see a subsequent increase in superoxide levels in Pan02^OE^ cells. Conversely, we see a reduction in superoxide levels in Pan02^OE^ cells, which indicates the differences in superoxide levels are not due to proton leak but instead are likely due to the decreased basal respiration in Pan02^OE^ cells (Data not shown) (55). Interestingly, superoxide dismutase 3 (*Sod3)* was one of the most downregulated genes in Pan02^OE^ cells and also substantially upregulated in Pan02^KD^ cells. 

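*Sod3*, which removes superoxide outside the cell, fell in Pan02 OE from 15.87 to 8.65 (log2 means of 2 arrays, difference −7.22, SE 0.28, adjusted p = 5.0e-07, limma) and rose in the arrays labelled Pan02 KD from 8.61 to 14.93 (6.32, adjusted p = 2.5e-06). Pan02 KD-CTL thus lies at the level of Pan02 OE, and Pan02 OE-CTL near the arrays labelled Pan02 KD, in which *Nlrx1* is not lower. *Hmox1* rose in Pan02 OE (1.47, SE 0.16) and fell in the arrays labelled Pan02 KD (−1.20), as did *Gpx8*, a peroxidase gene of the endoplasmic reticulum (1.18, SE 0.18, and −0.89). *Glrx*, a glutaredoxin gene, rose in the arrays labelled Pan02 KD (1.72, SE 0.23) and did not pass in Pan02 OE (−0.31). *Cyp1b1*, a xenobiotic-metabolizing target of the aryl hydrocarbon receptor, fell in Pan02 OE to the range of the background probe sets (−2.94, SE 0.18, a lower bound) and rose in the others (3.23). Of 26 genes that make or remove reactive oxygen species 4 rose and 5 fell in Pan02 OE (4 and 7 adjusted over the list alone), and 4 rose and 4 fell in the arrays labelled Pan02 KD (7 and 5). Of 22 NRF2 targets 4 rose and 3 fell (5 and 4) and 2 rose and 8 fell (3 and 10), and of 20 AhR and xenobiotic genes 2 rose and 8 fell (3 and 9) and 5 rose and 3 fell (the same over the list alone). Camera called none of the 3 lists in Pan02 OE (adjusted p = 0.52, 0.39 and 0.17) or in the arrays labelled Pan02 KD (0.59, 0.056 and 0.66). Fry placed the AhR list lower in Pan02 OE (0.0045) and higher in the arrays labelled Pan02 KD (0.015), the NRF2 list higher (0.014) and lower (0.013), and the reactive oxygen list lower in Pan02 OE (0.043, 0.053 in the others).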

Because SOD3 reduces superoxide, this gene expression pattern might appear counterintuitive to our superoxide data. However, we believe the role of *Sod3* in Pan02 cells is primarily responsible for promoting pro-growth AKT and MAPK signaling in Pan02^KD^ cells and similarly limiting these pathways in Pan02^OE^ cells (56). Additionally, the decrease in ATP production and glycolysis also indicates that NLRX1 prevents unregulated energetics in Pan02 cells and thereby keeps their proliferation in check.

Additionally, many aspects of immune regulation were implicated in our analysis, including inflammation, chemokines, B cell and T cell signaling, NF-κB pathway, and TGF-β signaling. 

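*Fst*, which encodes follistatin, a binder of activins, fell in Pan02 OE (log2 difference −4.24, SE 0.15, adjusted p = 3.1e-07, limma, 2 arrays per line) and rose in the arrays labelled Pan02 KD (2.32). The ligand gene *Tgfb3* (−2.75, SE 0.19) and the receptor gene *Tgfbr2* (−0.98, SE 0.16) fell in Pan02 OE, and *Tgfbr2* rose in the arrays labelled Pan02 KD (1.09), in which *Nlrx1* is not lower. *Id2*, a target of BMP signals, fell in both (−0.69, SE 0.20, and −2.09). *Cd274*, which encodes the checkpoint ligand PD-L1, fell in Pan02 OE (−2.23, SE 0.19), whereas the class I gene *H2-K1* rose (0.86, SE 0.18), and *H2-T23*, also of class I, rose in the arrays labelled Pan02 KD (0.68, SE 0.15). The Pan02 OE signals of *Tgfb3* and *Cd274* are below the brightest background probe set, so these differences are lower bounds. Of 29 TGF-β and BMP genes 1 rose and 6 fell in Pan02 OE (4 and 6 adjusted over the list alone) and 4 rose and 6 fell in the arrays labelled Pan02 KD (4 and 7), and camera called neither (adjusted p = 0.39 and 0.41), whereas fry placed the list lower in Pan02 OE (0.045, 0.20 in the others). Of 20 antigen presentation genes 3 rose and 2 fell in Pan02 OE and 1 rose in the arrays labelled Pan02 KD (the same over the list alone), with no call by camera (adjusted p = 0.78 and 0.25) or fry (0.74 and 0.06). The antigen presentation list has a median of 0.11 and a mean of −0.01 in Pan02 OE.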

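*Il6*, which encodes a cytokine that drives STAT3, read 7.51 in Pan02 OE and 11.02 in Pan02 OE-CTL (log2 means of 2 arrays, difference −3.51, SE 0.21, adjusted p = 8.7e-06, limma), and 9.36 in the arrays labelled Pan02 KD and 6.15 in Pan02 KD-CTL (3.21, adjusted p = 2.1e-05). *Il18*, the cytokine that inflammasomes release, read 5.53 and 9.47 in the first pair (−3.94, SE 0.21, adjusted p = 5.0e-06) and 9.26 and 5.20 in the second (4.06, adjusted p = 6.2e-06). In Pan02 OE and Pan02 KD-CTL *Il18* lies below the brightest background probe set, and in Pan02 KD-CTL *Il6* does too, so these 3 differences are lower bounds. *Nlrx1* is not lower in the arrays labelled Pan02 KD, where its signal lies in the background range and says little about a partial loss.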

As we would expect based on the prior defined functions of NLRX1 in the suppression of inflammation, the pro-inflammatory cytokines *Il6* and *Il18* were significantly downregulated in the presence of excess NLRX1 and upregulated following the partial loss of NLRX1. Aberrant IL-6 and IL-18 levels both create a tumor microenvironment that is favorable for the tumor cells by promoting survival and establishing an immunosuppressive environment, suggesting that NLRX1 may protect against pancreatic tumors through regulating inflammation and inflammatory cytokines (57). 

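*Nod2*, a sensor of bacterial cell wall, fell in Pan02 OE (log2 difference −2.91, SE 0.21, adjusted p = 2.5e-05, limma, 2 arrays per line) and rose in the arrays labelled Pan02 KD (2.90). *Casp12*, an inflammatory caspase gene, and *Panx1*, a channel that releases ATP, fell in Pan02 OE (−1.74, SE 0.19, and −1.68, SE 0.16). *Il33*, an alarmin gene, rose in the arrays labelled Pan02 KD (2.48, SE 0.29), in which *Nlrx1* is not lower, but *P2rx7*, the ATP receptor upstream of NLRP3, fell (−5.07, SE 0.63). The size of the *P2rx7* difference varied with the medium, at −3.73 in normal medium and −6.41 in H_2_O_2_. The lower line reads below the brightest background probe set for *Nod2* in both comparisons, for *Casp12* and *Panx1* in Pan02 OE and for *P2rx7* in the arrays labelled Pan02 KD, so these are lower bounds. Of 28 inflammasome genes 1 rose and 6 fell in Pan02 OE (2 and 8 adjusted over the list alone), and 8 rose and 3 fell in the arrays labelled Pan02 KD (9 and 4). Camera called the list in neither (adjusted p = 0.071 and 0.064), and fry placed it lower in Pan02 OE (0.01) and higher in the arrays labelled Pan02 KD (0.015).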

The regulation of IL-18 and many other inflammasome-related genes also indicates that NLRX1 suppresses inflammasome function in Pan02 cells, albeit this is likely through the suppression of the transcription events that lead to IL-18 generation rather than actual inflammasome regulation. The NLRP3 inflammasome has been shown to promote immune evasion in pancreatic cancer, specifically by differentiating T cells into pro-tumor populations (Th2, Th17, and T regs) and preventing the activation of tumor-killing CD8+ T cells (12). Our data suggest that NLRX1 can limit these immune evasion effects of the inflammasome by attenuating inflammasome signaling at the gene transcription level likely through the regulation of NF-κB, AKT, and/or MAPK signaling. Likewise, GM-CSF (*Csf2*) was significantly upregulated in Pan02^OE^ cells and downregulated in Pan02^KD^ cells. 

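*Csf2*, which encodes the growth factor GM-CSF of granulocytes and macrophages, rose from 5.33 in Pan02 OE-CTL to 7.48 in Pan02 OE (log2 means of 2 arrays, difference 2.15, SE 0.34, adjusted p = 0.0025, limma). It fell from 9.93 in Pan02 KD-CTL to 5.59 in the arrays labelled Pan02 KD (difference −4.34, SE 0.34, adjusted p = 7.1e-05), in which *Nlrx1* is not lower. In Pan02 KD-CTL, the control line, *Csf2* is thus higher than in Pan02 OE. By line means its signal is above the brightest background probe set in Pan02 KD-CTL alone, so the difference in the arrays labelled Pan02 KD is a lower bound. The mean of Pan02 OE lies at the level of that probe set, and its signal differed by −1.35 between H_2_O_2_ and normal medium. Pan02 OE is thus above the background range in normal medium, where the difference over Pan02 OE-CTL was 2.81, a lower bound. In H_2_O_2_ the difference was 1.48, with both lines in the background range.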

GM-CSF stimulates an anti-tumor immune response through priming CD4+ and CD8+ T cells, in part through recruiting and activating dendritic cells, and is currently being investigated for use in pancreatic cancer vaccines (4, 5, 58–60). Through upregulating *Csf2*, NLRX1 is potentially helpful in promoting immune recognition of pancreatic tumors.

In conclusion, we have characterized several phenotypes in murine Pan02 pancreatic tumor cells that are impacted by NLRX1. Our data suggest NLRX1 serves in a protective capacity against several cancer-associated biological processes in pancreatic cancer cells, including proliferation, evading cell death, migration, ROS signaling, and dysregulated mitochondrial function. The attenuation of these processes appears to be driven by a combination of suppressed NF-κB, MAPK, and AKT signaling. These outcomes suggest that further exploration of NLRX1 in pancreatic cancer, such as *in vivo* models of pancreatic cancer, is warranted. An orthotopic pancreatic tumor model would provide improved biological relevance to the data presented here, and the cell lines generated in the current study serve as an important tool for such future studies. Utilizing additional murine cell lines and human pancreatic cancer cell lines for future *in vitro* studies similar to those conducted here would also further enhance our understanding of NLRX1 in pancreatic cancer. The work presented here demonstrates that NLRX1 functions as a tumor suppressor in Pan02 cells and provides insight into mechanisms likely regulated by this unique pattern recognition receptor in the context of pancreatic cancer.

## Data availability statement

The original gene expression data presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233493 (Accession Number: GSE233493).

## Author contributions

All authors participated in the drafting and writing of the manuscript. Project conceptualization and experimental design: MN-S, IA. Study execution and data analysis: MN-S, HM, MW, KL, KI, JT. Project supervision: MN-S, IA. Resources: IA. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 NLRX1 attenuates cancer-associated properties in Pan02 cells. **(A, B)**. Differences in proliferation as assessed by **(A)** automated counting and **(B)** MTT assay under TNF stimulation. n = 3-8 per cell line. **(C, D)**. Fluorometer measurements of MitoSOX staining for mitochondrial superoxide stimulated with **(C)** glucose as a positive control or **(D)** TNF. All data were analyzed using a two-way unpaired T test and shown as mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Supplementary Figure 2 NLRX1 limits mitochondrial dysfunction and cellular energy production. **(A-D)**. From the Seahorse XF Cell Mito Stress kit, we observed multiple differences under TNF conditions in **(A)** spare respiratory capacity, **(B)** proton leak, **(C)** ATP production, and **(D)** glycolysis. n = 7 per cell line. All data were analyzed using a two-way unpaired T test and shown as mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Supplementary Figure 3 Top 50 up- and down-regulated genes in unstimulated conditions. **(A-B)**. Based on the microarray transcriptomics assay, we list the top 50 up- and down-regulated DEGs between **(A)** Pan02^OE^ and Pan02^OE-CTL^ cells, and **(B)** between Pan02^KD^ and Pan02^KD-CTL^ cells in normal conditions. Listed in order of fold change.

Supplementary Figure 4 Top 50 up- and down-regulated genes in H_2_O_2_ conditions. **(A, B)**. Based on the microarray transcriptomics assay, we list the top 50 up- and down-regulated DEGs between **(A)** Pan02^OE^ and Pan02^OE-CTL^ cells, and **(B)** between Pan02^KD^ and Pan02^KD-CTL^ cells after low-dose H_2_O_2_ challenge. Listed in order of fold change.

How the deposited data were processed for this re-analysis (not part of the article)

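RNA of 4 transduced Pan02 lines (Pan02 OE, Pan02 OE-CTL, Pan02 KD and Pan02 KD-CTL) was measured on Clariom S mouse arrays by the authors, in normal medium and after 24 hours in 100 μM H_2_O_2_, with 1 array for each line and medium. The series lists 9 samples: these 8 and a control RNA of the manufacturer, whose column is empty in the deposited table, so that the comparison including it could not be run. Which array belongs to which line and medium was taken from the sample titles. Each array is a different condition and their number limits the precision: a line has 2 arrays, which are the same transduced population in 2 media, and no library depth applies to arrays.

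The deposited values are log2 signals of the authors; the paper names the Transcriptome Analysis Console, without a version, and how it summarized and normalized the probes is not given in the sources used here. The table has 28846 probe sets, of which 6640 are controls and 22206 are for genes. Of the latter 19572 have 1 gene symbol, 0 have several and 2634 have none. Where a gene had several probe sets, that with the highest mean over the 8 arrays was kept, which leaves 19505 genes. Names from an annotation of the probe sets were checked by Entrez identifier against a reference table of assembly GRCm38.p6, which was used for names and for the order of neighboring genes; 0 symbols changed. Genes without a named probe set have no value here, among them *Cd74*. The medians of the arrays over genes lie between 6.51 and 6.58, and no further normalization was applied. The 23 antigenomic background probe sets read 3.45 to 7.48, and 8787 genes have a line mean above the highest of them.

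Differences between lines were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts, eBayes) on line and medium as additive terms over all 8 arrays, which leaves 3 residual degrees of freedom and gives 6.2 prior degrees of freedom. Benjamini-Hochberg adjustment was made over the 19505 genes of each comparison, and a gene is said to change at an adjusted p under 0.05; counts adjusted over the members of a list alone are given beside those over all genes. The comparisons were Pan02 OE with Pan02 OE-CTL, Pan02 KD with Pan02 KD-CTL, the contrast of these comparisons (the first minus the second, divided by 2), H_2_O_2_ with normal medium, and Pan02 KD-CTL with Pan02 OE-CTL, with both modified lines over both controls and the overexpression over the knockdown lines beside them, and the remaining pairs of lines. Within a single medium no test is possible, and genes at 2-fold or more were counted. These comparisons, the lists, the rule for naming genes and the alternatives were set before the data were examined, except where the text says otherwise. The comparison of the control lines was planned after the paper's western blot and principal component plot, in which these lines lie apart, had been seen.

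Named in the text are *Nlrx1*, the genes the paper names for the array data, the 10 genes with the largest differences in each direction of each comparison (adjusted p under 0.05, the same sign in both media, higher group above the median of all genes, no predicted names), and of each list the 4 members with the largest difference. The 39 gene lists cover cytokines and chemokines, their receptors, NF-κB components and targets, inflammasomes, MAPK kinases, ERK-responsive genes, PI3K-AKT, IL-6 and STAT3, type I interferon response, MAVS and STING, OXPHOS subunits, mitochondrial import and carriers, glycolysis, NRF2 targets, reactive oxygen species, AhR and xenobiotic metabolism, p53 targets, unfolded protein and integrated stress response, heat shock proteins, cell cycle, apoptosis, epithelial genes, mesenchymal and matrix genes, antigen presentation, adipogenesis and PPAR, TGF-β and BMP, cholesterol synthesis, splicing factors, T cell and B cell signaling, myeloid, endothelial, fibroblast, acinar and islet genes, Y-linked, imprinted and ribosomal protein genes. They were written from general knowledge and are not the lists of GeneGlobe or of the Console. Some hold genes that the paper names from these arrays, such as *Cxcl2*, *Csf2*, *Il6* and *Il18*, so their counts and tests are not independent of that choice. Lists were tested with camera of limma at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were run beside it. The estimated form rests on the 3 residual degrees of freedom, so few lists can pass it whatever their correlation. Camera asks whether a list moves more than the other genes, and fry whether it moves at all. Principal components were computed on the 19505 genes, centered and not scaled, and distances are Euclidean over the same values.

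The alternatives were centering each array on its median, cyclic loess, a limit on mean signal at the 40th percentile, a limit at the background probe sets, all probe sets, eBayes with trend and robust (trend alone in camera), no medium term, the 4 arrays of the compared lines alone, each array left out in turn, a 2-fold limit beside the adjusted p, other fold limits, scaled genes in the principal components, and exchanged labels of the Pan02 KD and Pan02 KD-CTL arrays. The procedure was tested on simulated data: differences added to 200 genes in 5 runs of the Pan02 OE comparison were recovered in 19.4% of the genes at 1.5-fold, 89.9% at 2-fold and 100% at 4-fold, with 7.9% false calls among all calls. That share lies above the 0.05 aimed at. The simulated noise was independent between genes and held no effect of medium. With 200 of 19505 genes changed, against 16.5% in the data, these rates may not hold for the real comparison. Left out were the assays of Figures 1 and 2, for which no data files were used here, and the pathway results of the Console.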

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

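The tests of *Nlrx1* dose, of exchanged labels and of array background below were chosen only after the result was seen. The comparison of the control lines was planned after the paper's principal component plot of these arrays, in which they lie apart, had been seen.

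The control lines differ by many genes. Between Pan02 KD-CTL and Pan02 OE-CTL, which the paper does not compare, 3302 genes changed by limma, 1491 higher in Pan02 KD-CTL and 1811 lower; the count was 1871 without the Pan02 OE-CTL array in normal medium, 1704 without that in H_2_O_2_ and 2187 without the Pan02 KD-CTL array in H_2_O_2_. *Akr1c18*, a steroid reductase gene, was higher in Pan02 KD-CTL (log2 difference 5.93, SE 0.25) and the fibrocystin gene *Pkhd1* lower (−6.56, SE 0.17), each against a line in the range of the background probe sets and so a lower bound. Windows of 50 neighboring genes held 4.8% of the variance of this difference (1.9% on average and 2.2% at most in shuffled orders), which argues against copy number as the main source, and at most 11.1% of a list of other cell types changed in any 1 direction (of 9 fibroblast genes 1 was higher and 1 lower), which argues against a share of other cells that moves most markers of a type; exon control probe sets spread 0.8 times as widely as genes of like brightness (bootstrap 0.69 to 0.92), which leaves RNA quality open. *Nlrx1* itself is lower in Pan02 KD-CTL than in Pan02 OE by more than 0.5 of the Pan02 OE difference (Pan02 OE minus Pan02 KD-CTL 11.02, that part 5.16). Pan02 KD-CTL carries no overexpression construct, so the design fixed this outcome and no conclusion on dose is drawn from it. Divergence of the transduced populations is a candidate explanation that was not tested, and RNA quality remains open beside it. Exchanged labels of the Pan02 KD and Pan02 KD-CTL arrays remain open too, and with them the control lines would differ by 1488 genes in place of 3302.

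*Nlrx1* is not lower in the arrays labelled Pan02 KD. The difference of 0.44 (SE 0.17) has the sign that exchanged labels of the Pan02 KD and Pan02 KD-CTL arrays would give. The highest of the 6 arrays without the construct reads 6.90 against 7.48 for the brightest background probe set, so the values may also be background, and *Nlrx1* on the arrays does not decide the exchange. Between the control lines *Nlrx1* did pass, lower in Pan02 KD-CTL than in Pan02 OE-CTL (−0.71, SE 0.17, adjusted p = 0.022 by limma). Both lie below that probe set, and these lines differ by many genes, so this value does not decide the exchange either. The western blot and the assays of the paper (Pan02 KD with more proliferation, migration, superoxide, proton leak and ATP and less cytotoxicity than Pan02 KD-CTL) run as the names of the lines say, which speaks for the names of the lines but was not made on these arrays. With the labels exchanged, 515 genes in place of 4353 would change oppositely, and the correlation of the comparisons would be 0.62.

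In Pan02 KD-CTL 271 genes differed by 2-fold between H_2_O_2_ and normal medium, 193 of them higher, against 33 to 50 in the other lines. The Dixon ratio of the 4 counts is 0.929, and a test of this kind marks about 1 in 20 groups by chance, with 1 group tested here. *P2rx7* read 9.13 in normal medium and 11.85 in H_2_O_2_ there, and *Il11*, among those lower, 8.73 and 6.11 (log2), the latter in the range of the background probe sets. There is 1 array on each side, so whether this is the line or an array is not known, and 49 of the 271 genes had the same sign in all 4 lines.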

How the results depend on the processing

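The exchange of labels and the limit at the background probe sets were tests chosen only after the result was seen. Counts below are in the order Pan02 OE, arrays labelled Pan02 KD, contrast of these comparisons, H_2_O_2_, Pan02 KD-CTL over Pan02 OE-CTL unless said otherwise.

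Asking for 2-fold beside the adjusted p gave 1355, 1071 and 1002 changed genes and 1397 between the control lines, with 0 for H_2_O_2_ as before. Over all probe sets, 1728 changed in the arrays labelled Pan02 KD. A trend and robust estimation gave 2 genes for H_2_O_2_. Leaving out each array in turn gave 1724 to 3588 for Pan02 OE, 1055 to 2454 for the arrays labelled Pan02 KD, 0 to 1 for H_2_O_2_ and 1704 to 3074 between the control lines. With exchanged labels of the Pan02 KD and Pan02 KD-CTL arrays, 515 genes changed oppositely and the correlation of directions turned to 0.62; it was −0.66 above the 40th percentile of signal and −0.53 over all probe sets.

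Genes counted without a test follow the fold limit. In normal medium, Pan02 OE gave 3969 at 1.5-fold, 516 at 3-fold and 2483 over all probe sets, and the arrays labelled Pan02 KD 3295, 318 and 1927; in H_2_O_2_ these were 3936, 528 and 2457, and 4137, 426 and 2672. For H_2_O_2_ over normal medium, Pan02 OE gave 906, 1 and 705 (26 above the 40th percentile), Pan02 OE-CTL 744, 2 and 627, the arrays labelled Pan02 KD 864, 1 and 771 (20), and Pan02 KD-CTL 2029, 34 and 1391 (163).

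Component 1 held 39.4% over all probe sets and 28.4% with each gene scaled.

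Of the lists called, 0 stood with an estimated correlation in any of the 5 comparisons. That form of camera rests on the 3 residual degrees of freedom, so a lost call does not show that correlation between genes explains it. For the epithelial list in Pan02 OE the estimated correlation was −0.012, below the preset of 0.01. Even so, its unadjusted p by camera went from 2.4e-07 to 0.011. Fry called 23, 15, 20, 0 and 21. In the arrays labelled Pan02 KD, cyclic loess gave 7 and the trend 10; for the contrast, the trend gave 10, the 40th percentile 3 and leaving out each array 4 to 8; for H_2_O_2_ leaving out each array gave 0 to 6, and between the control lines 5 to 9.

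Of 129 pairs of a gene and a comparison, 6 crossed the threshold under some alternative. These pairs hold *Nlrx1*, the genes the paper names and the genes picked for the largest differences that passed. They were run under median centering, cyclic loess, trend with robust estimation and leaving out each array, and not under the other alternatives. Genes named only as members of a list were not tested in this way, so 6 of 129 does not describe the stability of their calls.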

Differences from the paper's values

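The comparison of signals with the background probe sets was chosen only after the result was seen. The shares of variance in Fig. 3E, read by eye, are about 51%, 22% and 11%, against 49.2%, 23.5% and 11.3% here; with each gene scaled component 1 holds 28.4%, which differs by more than 1.5 times.

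In directions, all 26 measured genes of the 27 that the paper names have its direction in Pan02 OE, and 23 pass. *Hspa1a*, named among the most upregulated, does not pass here and is 1.19-fold higher, and *Il11* and *Fancc*, named among the most downregulated, do not pass either (*Il11* 3.01-fold lower, *Fancc* below the brightest background probe set in all lines). These fits span both media, whereas the paper compares lines within a single medium. Without a test, 25 of the 26 are at 2-fold or more in its direction in normal medium and 22 in H_2_O_2_. In the arrays labelled Pan02 KD, 17 of the 26 pass in the opposite direction, and *Cxcl5* is 4.61-fold higher there and at least 6.72-fold higher in Pan02 OE (Pan02 OE-CTL reads below that probe set). *Nlrx1*, which the paper shows lower in Pan02 KD by western blot, is not lower in the arrays labelled Pan02 KD (does not pass, both lines in the background range).

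At the level of lists, the paper reports limited NF-κB signaling with NLRX1. Of 28 NF-κB targets 13 are higher in Pan02 OE and 4 lower (mean 0.79 on the log2 scale), a call by camera at the preset correlation and not at an estimated one (adjusted p = 0.0033 and 0.49). Over the same control line 15 of them are higher and 2 lower in Pan02 KD-CTL, so this rise is not particular to Pan02 OE. *Il6*, *Ccl2* and *Nfkb2* are lower in Pan02 OE, which is the direction of the paper, and so is *Tnfaip3*, a target that itself ends NF-κB signaling. In the arrays labelled Pan02 KD 10 of 33 NF-κB components are higher and 1 lower (adjusted p = 0.056 by camera, 0.022 by fry). That list holds inhibitors such as *Nfkbie* beside activators, so its rise does not give a direction of signaling. The NF-κB targets there are 7 higher and 6 lower, with no call by camera (adjusted p = 0.59). The paper's study did not point to a significant role in mitochondrial interferon signaling. Camera did not call the MAVS and STING list, which fry placed higher in Pan02 OE (adjusted p = 0.049), and the type I interferon response, a wider list, is higher in the arrays labelled Pan02 KD (median 0.36) at the preset correlation and not at an estimated one. The paper's pathways come from other lists and from single media, so these are not the same quantity.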

Other observations

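The splits of the lines and of the media below were tests chosen only after the result was seen.

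Epithelial genes were higher in Pan02 OE. *Prss8*, a membrane serine protease gene of epithelia, rose (log2 difference 2.34, SE 0.24, limma, 2 arrays per line), with the keratin gene *Krt7* (1.91, SE 0.18); for *Prss8* the lower line of each pair is in the range of the background probe sets. They fell in the arrays labelled Pan02 KD (−2.24 and −2.09), with *Krt19*, a keratin of ducts (−2.66, SE 0.17). Of 23 epithelial genes 9 rose and 0 fell in Pan02 OE (11 and 0 adjusted over the list alone), and camera placed the list higher (adjusted p = 9.2e-06, 0.42 with an estimated correlation). In the arrays labelled Pan02 KD, in which *Nlrx1* is not lower, 2 rose and 6 fell (the same over the list alone, adjusted p = 0.16, 0.015 by fry, lower).

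Cell cycle genes were lower in Pan02 OE. The proliferation marker gene *Mki67* fell (−1.76, SE 0.16), with the mitotic cyclin gene *Ccnb2* (−1.93, SE 0.26) and the thymidylate synthase gene *Tyms* (−1.67, SE 0.16). Of 32 genes 1 rose and 11 fell (1 and 13 over the list alone), and camera placed the list lower (adjusted p = 3.9e-05, 0.53 with an estimated correlation). For the arrays labelled Pan02 KD, *Ccnb2* rose (1.39) and the replication gene *Mcm3* fell (−1.07, SE 0.18), with 3 higher and 4 lower (4 and 5, adjusted p = 0.94); the list has a median of 0.08 and a mean of 0.02 there, and camera places it lower. For the contrast of the comparisons (2 higher and 12 lower, 5 and 13 over the list alone) the camera adjusted p was 0.031 (0.60 with an estimated correlation), lost by fry (0.066), under cyclic loess (0.071), above the 40th percentile of signal (0.13) and without the Pan02 KD (0.069) or Pan02 KD-CTL (0.11) array in normal medium or the Pan02 OE array in H_2_O_2_ (0.083), with 0.0031 to 0.60 over all alternatives.

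Targets of p53 were higher in Pan02 OE. *Perp*, a desmosome gene that p53 induces (2.03, SE 0.17), and *Btg2*, which slows proliferation (1.62, SE 0.16), rose, while the death receptor gene *Fas* of the same list fell (−1.26, SE 0.25). Of 24 genes 10 rose and 2 fell (11 and 2 over the list alone), and camera placed the list higher (adjusted p = 0.011, 0.49 with an estimated correlation). Over the same control line 11 were higher and 2 lower in Pan02 KD-CTL by limma, so this rise is not particular to Pan02 OE. Of the same genes 2 rose and 5 fell in the arrays labelled Pan02 KD (2 and 7, adjusted p = 0.22, 0.06 by fry). For the contrast of the comparisons camera placed it higher (10 and 3, the same over the list alone, adjusted p = 0.031, 0.45 with an estimated correlation), a call lost above the 40th percentile of signal (0.054), without the Pan02 OE array in normal medium (0.056) and without the Pan02 KD or Pan02 KD-CTL array in H_2_O_2_ (0.064 each), with 0.0092 to 0.45 over all alternatives. The same contrast placed the ERK-responsive (11 and 1, 13 and 2 over the list alone, adjusted p = 0.00038) and epithelial lists (8 and 0 on either count, 0.001) higher and the mesenchymal list lower (2 and 15 on either count, 7.6e-05), each at 0.45 with an estimated correlation.

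*Pparg*, the transcription factor of adipocytes, rose in Pan02 OE from the range of the background probe sets (2.08, SE 0.21, a lower bound) and fell in the arrays labelled Pan02 KD (−1.10), as did the lipid droplet gene *Plin2* (1.75, SE 0.17, and −1.58). Of 25 adipogenesis and PPAR genes 6 rose and 2 fell in Pan02 OE (6 and 3, adjusted p = 0.17 by camera, 0.01 by fry, higher) and 0 rose and 5 fell in the arrays labelled Pan02 KD (the same over the list alone, adjusted p = 0.056, 0.015 by fry, lower). *Dhcr7*, the last enzyme of cholesterol synthesis, fell in Pan02 OE (−2.34, SE 0.19), with 3 of 16 genes of that list higher and 5 lower (4 and 6, adjusted p = 0.52), and 1 higher and 5 lower in the arrays labelled Pan02 KD (3 and 6, adjusted p = 0.59). Of 13 imprinted genes 2 rose and 1 fell in Pan02 OE (3 and 1, adjusted p = 0.33, 0.045 by fry, higher), led by *Igf2r* (1.63, SE 0.16), and 3 fell in the arrays labelled Pan02 KD (adjusted p = 0.16, 0.048 by fry, lower), led by *Impact* (−2.85, SE 0.30). Of 35 splicing factors 1 rose in Pan02 OE (0 over the list alone, 12 at an unadjusted p under 0.05, adjusted p = 0.57 by camera) and 2 rose and 1 fell in the arrays labelled Pan02 KD (0 and 1 over the list alone, adjusted p = 0.58).

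The monocyte gene *Cd14* rose in Pan02 OE (1.23, SE 0.20) and fell in the arrays labelled Pan02 KD (−1.35), the only 1 of 11 myeloid genes in each (adjusted p = 0.29 and 0.59 by camera). Of 9 fibroblast genes 2 fell in Pan02 OE (0.35), among them *Col3a1* (−1.05, SE 0.20, both lines in the range of the background probe sets), and 1 rose and 1 fell in the arrays labelled Pan02 KD (0.59). By limma 0 of 8 endothelial, 0 of 8 acinar, 0 of 8 islet, 0 of 3 Y-linked and 0 of 21 ribosomal protein genes changed in Pan02 OE or in the arrays labelled Pan02 KD; at an unadjusted p under 0.05 these were 0, 0, 1, 0 and 1 in Pan02 OE and 1, 0, 3, 0 and 0 in the others. Camera called none of them (adjusted p from 0.52 to 0.99 in Pan02 OE and from 0.27 to 0.94 in the arrays labelled Pan02 KD), and by fry, of these 5 lists, the ribosomal proteins in the arrays labelled Pan02 KD were under 0.05 (0.049, higher). Fry placed the myeloid list higher in Pan02 OE (0.0067) and lower in the arrays labelled Pan02 KD (0.038), and the fibroblast list lower (0.043) and higher (0.015). The endothelial list has a median of 0.02 and a mean of −0.01 in Pan02 OE.

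Between the control lines, NF-κB targets were higher in Pan02 KD-CTL (15 of 28 higher and 2 lower, 16 and 2 over the list alone, camera adjusted p = 7.3e-06, 0.34 with an estimated correlation), as were OXPHOS subunits (19 and 2 of 72, 24 and 3 over the list alone, adjusted p = 5.0e-05, 0.34), and mesenchymal genes were lower (2 and 16 of 34, 3 and 17 over the list alone, adjusted p = 7.3e-06, 0.34). The p53 and NRF2 targets (0.014 each, 0.37 and 0.34), adipogenesis genes (0.03, 0.34) and cytokines (0.035, 0.34) were higher, and inflammasome (0.035, 0.37) and TGF-β genes (0.035, 0.58) lower. Of these, 5 lists stood without the Pan02 OE-CTL array in normal medium and 5 without the Pan02 KD-CTL array in normal medium. Without the Pan02 OE-CTL array in normal medium the p53 targets gave 0.054, adipogenesis 0.059, the inflammasome list 0.067 and TGF-β 0.062; without the Pan02 KD-CTL array in normal medium cytokines and adipogenesis 0.082 each, the inflammasome list 0.073 and NRF2 targets 0.068; without the Pan02 OE-CTL array in H_2_O_2_ cytokines 0.057; and without the Pan02 KD-CTL array in H_2_O_2_ the inflammasome list 0.079 and TGF-β 0.21. Above the 40th percentile of signal TGF-β gave 0.15. Over all alternatives the p53 targets ranged from 0.0026 to 0.37, NRF2 targets from 0.0026 to 0.34, adipogenesis from 0.0051 to 0.34, cytokines from 0.0079 to 0.34, the inflammasome list from 0.0079 to 0.37 and TGF-β from 0.0055 to 0.58.

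Over both modified lines against both controls, camera placed the NF-κB targets (9 of 28 higher and 2 lower, adjusted p = 0.00011), cytokines (8 and 1 of 37, 0.012), interferon response (3 and 1 of 33, 0.0059), OXPHOS subunits (0 and 0 of 72 by limma, 14 at an unadjusted p under 0.05, 0.00095) and epithelial genes (2 and 1 of 23, 0.02) higher. It placed the ERK-responsive (0 and 3 of 19, 0.00095), glycolysis (0 and 5 of 20, 0.0015), cell cycle (0 and 6 of 32, 8.1e-07) and TGF-β lists (0 and 4 of 29, 0.0053) lower. With an estimated correlation these gave 0.47 to 0.49. Fry kept the cytokine, OXPHOS and epithelial lists (0.041 each) and glycolysis (0.017), and lost the NF-κB targets (0.058), interferon response (0.15), ERK-responsive (0.085), cell cycle (0.095) and TGF-β lists (0.085). Adjusted over each list alone, in the same order, 12 and 3, 10 and 3, 11 and 1, 0 and 0, 4 and 1, 0 and 5, 0 and 5, 0 and 10, and 0 and 6 genes were higher and lower.

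The 4 lines can be parted into 2 pairs in 3 ways, too few for a share under 0.05; the split by opposite direction of the comparisons gave 4353 genes, and the higher of the others 2150, with 1 split of the 3 giving as many as the real one. Exchanging the medium labels within lines makes 8 splits, also too few, and 8 of 8 gave as many genes as the real one, which gave 0, with 0 as the highest of the others; a real count of 0 fixes that outcome, so it says nothing about chance.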
